# Disrupted macrophage metabolic reprogramming in aged soleus muscle during early recovery following disuse atrophy

**DOI:** 10.1111/acel.13448

**Published:** 2021-08-08

**Authors:** Dennis K. Fix, H. Atakan Ekiz, Jonathan J. Petrocelli, Alec M. Mckenzie, Ziad S. Mahmassani, Ryan M. O'Connell, Micah J. Drummond

**Keywords:** glycolysis, inflammation, metabolomics, scRNASeq, single cell transcriptomics

## Abstract

Aged skeletal muscle is characterized by poor muscle recovery following disuse coinciding with an impaired muscle pro‐inflammatory macrophage response. Macrophage inflammatory status is regulated by its metabolic state, but little is understood of macrophage metabolism and its relation to macrophage inflammation in the context of muscle recovery and aging. Therefore, the purpose of this study was to thoroughly characterize macrophage metabolism and inflammation in aged muscle during early recovery following disuse atrophy using single cell transcriptomics and functional assays. Young (4–5 months) and old (20–22 months) male C57BL/6 mice underwent 14 days of hindlimb unloading followed by 4 days of ambulatory recovery. CD45+ cells were isolated from solei muscles and analyzed using 10x Genomics single cell RNA sequencing. We found that aged pro‐inflammatory macrophage clusters were characterized with an impaired inflammatory and glycolytic transcriptome, and this dysregulation was accompanied by a suppression of HIF‐1α and its immediate downstream target, Glut1. As a follow‐up, bone marrow‐derived macrophages were isolated from a separate cohort of young and old mice at 4‐d recovery and were polarized to a pro‐inflammatory phenotype and used for glycolysis stress test, phagocytosis activity assay, and targeted GC‐MS metabolomics. Aged bone marrow‐derived pro‐inflammatory macrophages were characterized with impaired glycolysis and phagocytosis function, decreased succinate and an accumulation of glycolytic metabolic intermediates overall supporting reduced glycolytic flux and macrophage function. Our results indicate that the metabolic reprograming and function of aged skeletal muscle pro‐inflammatory macrophages are dysfunctional during early recovery from disuse atrophy possibly attributing to attenuated regrowth.

## 1 INTRODUCTION

Impaired muscle regrowth following a period of disuse in aged skeletal muscle is a widely recognized and studied phenomenon (Wang et al., 2019). Aged skeletal muscle often fails to achieve the muscle quality that it had prior to disuse atrophy (Reidy, McKenzie, et al., 2019). Failed muscle recovery following disuse events may contribute to age‐related muscle and functional decline (i.e., sarcopenia; Kanazawa et al., 2017). Unfortunately, there are numerous gaps in the understanding of the cellular and molecular processes during the regrowth phase of aged skeletal muscle.

An important contributor to skeletal muscle regrowth is a properly coordinated immune response triggered by extracellular and intracellular cues that recruit circulating immune cells to the area of damage (Duchesne et al., 2017). Recent work has highlighted the role of macrophages as an essential component of skeletal muscle regrowth following disuse atrophy (Tidball & Wehling‐Henricks, 2007) with much less work in aging (Reidy, Dupont‐Versteegden, & Drummond, 2019). Macrophages that are recruited to the cite of damage during the early phase of recovery are referred to as pro‐inflammatory and exhibit inflammatory functional properties secreting chemokines and cytokines such as interleukin‐1β (IL‐1β), tumor necrosis factor α (TNF‐α), and chemokine ligand 3 (CCL3; Viola et al., 2019). Conversely, anti‐inflammatory macrophages polarize upon completion of the initial inflammatory response and are involved in tissue repair and promote collagen synthesis (Wang et al., 2015). Though the nomenclature of pro‐ and anti‐inflammatory define two distinct populations of macrophages, it is important to denote that that macrophages exist under a dynamic spectrum of activation states (Chazaud, 2020). Studies that have investigated aged muscle damage and regeneration often reveal a blunted or delayed inflammatory profile (Reidy, McKenzie, et al., 2019; Wang et al., 2019). During the aging process, skeletal muscle becomes mores fibrotic and recent evidence has shown this is concomitant with dominance in resident macrophages presenting with an anti‐inflammatory phenotype (Cui et al., 2019). Furthermore, our laboratory group has recently demonstrated that pro‐inflammatory macrophage accumulation is reduced in the skeletal muscle of aged mice during recovery from disuse atrophy which corresponded with impaired muscle recovery (Reidy, Dupont‐Versteegden, & Drummond, 2019; Reidy, McKenzie, et al., 2019). Therefore, macrophage inflammatory status may be a source of dysfunction in aged muscle during recovery from disuse.

It is evident that macrophage polarization (i.e., inflammatory profile) and function are dependent on its metabolic state (Freemerman et al., 2014). Anti‐inflammatory macrophages rely heavily on oxidative phosphorylation to maintain energy homeostasis (Viola et al., 2019). On the other hand, pro‐inflammatory macrophages exhibit a glycolytic phenotype while also utilizing the pentose phosphate pathway to drive lipid biosynthesis and promote cytokine secretion (Viola et al., 2019). Glycolytic metabolism of pro‐inflammatory macrophages is tightly linked to their functional properties such as phagocytosis activity (Arnold et al., 2007). Furthermore, pro‐inflammatory macrophages are characterized with a truncated TCA cycle that leads to an intracellular accumulation of the intermediates including succinate and isocitrate (Viola et al., 2019). These intermediates are believed to regulate the inflammatory signaling program that commonly characterizes the inflammatory status of macrophages (Jing et al., 2020). For example, in cultured bone marrow‐derived macrophages, inhibiting glycolysis suppressed the LPS‐induced upregulation of IL‐1β and TNF‐α and prevented the accumulation of succinate (Cramer et al., 2003). Little has been done to examine these cellular processes in the context of aging and recovery following disuse in aged skeletal muscle.

In this study, we utilized fluorescent activated cell sorting of CD45+ (leukocyte antigen cell surface marker) and subsequent single cell RNA sequencing to identify and characterize the metabolic and inflammatory transcriptome of pro‐inflammatory macrophages that commonly infiltrate muscle during early recovery from disuse atrophy. This novel and powerful approach, which also includes a cell identification method that we developed (Ekiz et al., 2020), enabled us to distinguish between specific leukocytes and macrophages (myeloid‐derived) cell types and assess their function and metabolic states based upon gene expression signatures from thousands of individual cells using a single assay. Such results would not be obtainable using other conventional methods. Therefore, the purpose of this study was to examine inflammatory macrophage metabolism in aged skeletal muscle during an early time point of regrowth following disuse atrophy. We hypothesized that aging would impair the metabolic phenotype and function of pro‐inflammatory macrophages during early recovery following disuse atrophy.

## 2 METHODS

### 2.1 Animals

Male C57BL/6 young adult (4–5 months, University of Utah Genomics Core) and old (20–22 months, National Institute on Aging) mice were used in this study. Animals were housed with ad libitum access to food and water and maintained on a 12:12‐h light–dark cycle. All experimental procedures were conducted in accordance with the guidelines set by The University of Utah Institutional Animal Care and Use Committee.

### 2.2 Hindlimb unloading and reloading

Young and old mice were divided into three experimental groups: ambulatory controls (CON), 14 days of hindlimb unloading (HU), and HU followed by 4 days of reloading (RL4). Approximately 8–10 young and 8–20 old mice were assessed at CON and HU time points, respectively, whereas ~10–12 young and old mice per group were assessed during reloading. Animals assigned to CON were able to freely ambulate in their cage (2–3 animals/cage) and had ad libitum access to food (standard chow) and water during the experimental periods. For the HU and RL groups, animals underwent hindlimb suspension (2 animals/cage) using a modified unloading method based on the traditional Morey‐Holton design for studying disuse atrophy in rodents as we have done before (Reidy, McKenzie, et al., 2019). Body weight and food intake were monitored every other day to ensure that mice were not experiencing excessive weight loss due to malnutrition or dehydration. Following *day 14* of HU, HU animals were fasted for 5 h and then euthanized for soleus muscle weight assessment and single cell RNA sequencing processing (below), while the RL animals were removed from the suspension apparatus and then housed in individual cages for 4 days with tissue samples processed afterwards in the same way as detailed above. The soleus muscle was selected for analysis due its robust response to atrophy and elevated macrophage content compared to a larger, less oxidative muscle like the gastrocnemius (Reidy, Dupont‐Versteegden, & Drummond, 2019; Reidy, McKenzie, et al., 2019). Previous literature from us and others has demonstrated that 4 days is an optimal time point to capture macrophage infiltration during early recovery (Reidy, McKenzie, et al., 2019; Tidball & Wehling‐Henricks, 2007). For cell culture experiments (below), bone marrow‐derived macrophages were isolated from a second cohort of young (*N* = 4–6/time point) and old (*N* = 4–6/time point) ambulatory controls and RL4 mouse groups as described above.

### 2.3 FACS and CD45+ 10× genomics single cell RNA sequencing

For single cell RNA sequencing, soleus muscles from each time point and age group were carefully dissected and digested using liberase and DNAse for 5 min at 37°C. To acquire enough cells for scRNAseq, solei from both hindlimbs of each mouse and from an appropriate number of mice were pooled together for each treatment time point and by age such that there was a total of 6 samples (Young: Ambulatory Control *N* = 10, HU *N* = 8, RL *N* = 10; Old: Ambulatory Control *N* = 20, HU *N* = 10, RL *N* = 10). Soleus muscles were carefully teased apart using forceps then homogenized using a gentleMACS tissue dissociator (Miltenyi Biotec) at 37°C for 1 h. CD45+ cells were isolated as previously described using FACS (Reidy, McKenzie, et al., 2019). Briefly, the suspension obtained from homogenization was filtered through a 40 µm and then a second time through a 70 µm cell strainer. The remaining cell suspension was brought up in volume to 9 ml with F12 media. The suspension was spun and resuspended in 200 µl of FACS buffer (1% BSA‐PBS, pH 7.41). Prior to staining, a Fc receptor blocker (cat. no. 14‐0161‐82, eBioscience) was used for 5 min and then, afterward, incubated with anti‐CD45‐Percp. Cy7 (cat. no. 103114, Biolegend) antibody for 15 min in the dark. DAPI was added for 5 min for cell viability during cell sorting. The cell suspension was delivered on ice to the University of Utah Flow Cytometry Core and sorted for CD45+ DAPI−. The cells collected from the sort were pelleted and resuspended using the recommended 10× genomics buffer (0.1% BSA‐PBS) and then delivered on ice to the University of Utah Genomics Core. Paired‐end RNAseq (125 cycles) was performed via an 10× Chromium (10× Genomics) next‐generation sequencer. Approximately 1700–3700 cells per sample were sequenced with a viability of ~90%, and mean reads per cell ranged from 78,000 to 136,000.

### 2.4 Identification of cell clusters

Sequencing reads were processed by using 10× Genomics Cell Ranger pipeline and further analyzed with the Seurat and CIPR cluster analysis package in R (Ekiz et al., 2019, 2020). High and low mitochondrial read count cells were filtered (Segawa et al., 2008) from the data set prior to analysis (dead and or dying cells typically have abnormal mitochondrial read counts; Ekiz et al., 2019). Single cell sequencing clusters were identified as previously described (Ekiz et al., 2019, 2020). Briefly, cells were clustered by using FindClusters in the Seurat package. This approach identified clusters using the shared nearest neighbor (SNN) modularity algorithm. Identities of cell clusters were determined with the assistance of an immune cell scoring algorithm CIPR (Cluster Identity PRedictor) written in‐house by the second author (Ekiz et al., 2020). By surveying known immune cell markers in the SCseq data set and using differentially expressed gene signatures from Seurat, the immune‐scoring algorithm performed the following steps: (a) for each ImmGen cell population and for each gene found in ImmGen microarrays, it calculated the ratio of normalized microarray signal to the average signal value of the gene from the whole ImmGen data; (b) applied natural log transformation to the ratio, resulting in positive numbers for upregulated genes and negative numbers for downregulated genes in ImmGen data sets; (c) multiplied ImmGen log‐ratio values with the log‐ratio of matching genes that are differentially expressed in each cell cluster in the SCseq data set; and (d) summed scores from all the genes to yield an aggregate identity score for each ImmGen cell type for a given SCseq cluster. With this approach, genes that are differentially upregulated or downregulated in both ImmGen and SCseq data sets contribute to the immune identity score more heavily (a positive number is obtained when 2 log‐ratio values with the same sign are multiplied). In contrast, if a gene is inversely regulated in ImmGen and SCseq clusters, the immune identity score is reduced. Through this method, the correlation between the gene expression signatures of SCseq cell clusters in this study and ImmGen data subsets assisted in determining the cluster identities. In cases where this algorithm was unable to make a clear distinction (as in myeloid cell subsets), we surveyed the expression of known genes in the data set and performed differential expression analyses between closely related cell clusters. Upon naming the clusters, the Seurat R package was used to create plots for the expression of selected genes. GSEA analysis was performed by using fgsea R package, after ranking genes using a signal‐to‐noise metric. Raw sequence data can be obtained from the National Center for Biotechnology Information Gene Expression Omnibus repository entry GSE158987.

### 2.5 Bone marrow‐derived progenitor cell isolation and culturing of macrophages

The majority of macrophages found in muscle during stimuli such as reloading or damage/regeneration are a consequence of immune cell infiltration and commonly originate from the bone marrow (Grounds, 1987; Kanazawa et al., 2017). Therefore, as a follow‐up experiment, we isolated and cultured bone marrow progenitor cells from young (*N* = 4) and old (*N* = 4) mice at baseline (ambulatory control) and at 4 days of reloading following 14‐day hindlimb unloading. Following 7 days in M‐CSF, isolated cells were polarized to pro‐inflammatory macrophages, which we refer to as bone marrow‐derived macrophages; BMDM). To obtain BMDM, after completion of the mouse experimental treatments (control and reloading), mice were euthanized, and the femur and tibia bones dissected and cleaned of muscle and connective tissue. Bones were flushed using a 25‐gauge needle with sterile PBS into conical tubes and pelleted at 18 *g* for 5 min and then resuspended in red blood cell lysis buffer for 5 min (O'Connell et al., 2008). The remaining suspension containing bone marrow‐derived progenitor cells were spun down at 18 *g* for 5 min, resuspended using 8 ml of D10 medium (DMEM supplemented with 1% L‐glutamine, 10% FBS, 1% penicillin/streptomycin) and 10 ng/ml of mouse macrophage colony stimulating factor (M‐CSF,R&D Systems; O'Connell et al., 2008). After, cells were counted and plated in either 10‐cm plates at ~6–10 million cells/plate or slide (metabolomics) well chambers (phagocytosis) ~100,000 cells/plate for a period of 7 days to induce M0 macrophages status. Finally, macrophages (M0) were polarized to a pro‐inflammatory phenotype using a standard protocol of 100 ng/ml LPS and 50 ng/ml interferon gamma (IFNγ) for a duration of 24 h (Mounier et al., 2013).

### 2.6 Glycolytic and phagocytosis function

Following the procedure above, cells were counted and seeded in a Seahorse XF96 well plate at a density of 60,000 cells per well (Freemerman et al., 2014). Four replicate wells were seeded per treatment group for young and old mice. Polarized macrophages were subjected to a glycolysis stress test using the XF96 bioanalyzer at the University of Utah metabolic phenotyping core. Three key parameters of glycolytic function, glycolysis, glycolytic capacity, and glycolytic reserve were assessed during the test. Briefly, the real‐time bioenergetic profile was obtained by measuring the extracellular acidification rate using a Seahorse XF extracellular flux analyzer by adding glucose (10 mM final concentration), oligomycin (1 µM final concentration), and 2‐deoxy‐D‐glucose (100 mM; Van den Bossche et al., 2016). These three compounds were injected consecutively within a specific time gap, and extracellular acidification rate (ECAR) values were measured following each injection. Glycolysis, glycolytic capacity, and glycolytic reserve were calculated as previously described (Mookerjee et al., 2016). Cells were normalized to total protein content per well via Bradford method after completion of the Seahorse assay.

Phagocytosis capacity was performed using commercially available IgG FITC tagged latex bead kit (Cayman Chemical). Briefly, cells were seeded in slide well chambers at ~120,000 cells per well. FITC tagged beads were added at a dilution of 1:200 and incubated for 1h. Cells were washed using provided assay buffer and counterstained using WGA 649 (Alexaflour). Cells were imaged at 20× using a Nikon TI eclipse microscope, and beads were counted using ImageJ (NIH). Two hundred cells were analyzed per well (3 wells per treatment), and the average amount of beads per cell were displayed per treatment group as in indicator of phagocytosis function (Sikkema et al., 2018).

### 2.7 Targeted GC‐MS metabolomics

For metabolomics, bone marrow‐derived monocyte progenitor cells were isolated from young and old after 4 days of reloading (*N* = 4/age group) and then cultured and polarized to a pro‐inflammatory phenotype as described above. Cells were washed in ice cold PBS and pelleted. After, the cells were subjected to targeted GC‐MS metabolomics at the University of Utah Metabolomics Core. Intermediates of glycolysis and the TCA cycle were examined as detailed below.

Cold 90% methanol (MeOH) solution was added to each sample to give a final concentration of 80% MeOH to each cell pellet. Samples were incubated at −20°C for 1 h. After incubation, the samples were centrifuged at 20,000 *g* for 10 min at 4°C. The supernatant was then transferred from each sample tube into a labeled, fresh micro‐centrifuge tube. Pooled quality control samples were made by removing a fraction of the collected supernatant from each sample, while process blanks were made using only extraction solvent with no cell culture. The samples were dried in vacuo. All GC‐MS analyses were performed with an Agilent 5977b GC‐MS MSD‐HES and an Agilent 7693A automatic liquid sampler. Dried samples were suspended in 40 µl of a 40 mg/ml O‐methoxylamine hydrochloride (MOX; MP Bio #155405) in dry pyridine (EMD Millipore #PX2012‐7) and incubated for 1 h at 37℃ in a sand bath. Twenty‐five microliters of this solution was added to auto sampler vials. Sixty microliters of N‐methyl‐N‐trimethylsilyltrifluoracetamide (MSTFA with 1% TMCS, Thermo #TS48913) was added automatically via the auto sampler and incubated for 30 min at 37℃. After incubation, samples were vortexed and 1 µl of the prepared sample was injected into the gas chromatograph inlet in the split mode with the inlet temperature held at 250℃. A 5:1 split ratio was used for analysis for the majority of metabolites. Any metabolites that saturated the instrument at the 5:1 split were analyzed at a 50:1 split ratio. The gas chromatograph had an initial temperature of 60℃ for 1 min followed by a 10℃/min ramp to 325℃ and a hold time of 10 min. A 30‐meter Agilent Zorbax DB‐5MS with 10 m Duraguard capillary column was employed for chromatographic separation. Helium was used as the carrier gas at a rate of 1 ml/min. Data were collected using MassHunter software (Agilent). Metabolites were identified, and their peak area was recorded using MassHunter Quant. These data were transferred to an Excel spread sheet (Microsoft). Metabolite identity was established using a combination of an in‐house metabolite library developed using pure purchased standards, the NIST library and the Fiehn library.

### 2.8 Statistical analysis

Wilcoxon's test was used for comparing gene expression levels in scRNAseq data. GSEA analysis was performed using fgsea package in R, and *p*‐values were adjusted using Benjamini‐Hochberg method. Seahorse and phagocytosis data were analyzed using a *t* test (Prism Graphpad) at *p* < 0.05. For metabolomics, data were analyzed using in‐house software using the "MetaboAnalyst" software tool. Data were normalized by the median, transformed using generalized log transformation (glog 2), and scaled using Pareto scaling method. Clustering analysis was then performed via heatmap, and a univariate analysis was done using a volcano plot between young and old with the fold change cutoff being 1.5‐fold with a significant *p*‐value of 0.05. Metabolites above this threshold were considered significant on the univariate analysis and were listed in an accompanying table within Figure 5.

## 3 RESULTS

### 3.1 Single cell RNA sequencing of CD45+ cells and identification of pro‐inflammatory macrophages

Groups of young and old mice underwent 14 days of hindlimb unloading (HU) followed by 4 days of recovery (4‐day reloading). Soleus muscle weight between young and old was different at control, reduced with HU, and different at 4‐day reload between young and old with the soleus muscle from the old not fully recovered compared to baseline (Figure 1a). Soleus muscles were collected and pooled within each treatment group (Control, HU, 4‐day reload) for young and repeated for old mice equating to a total of six samples. 

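The 6 pooled samples gave 1 library each, so every age and treatment group is represented by a single library and no age difference within a treatment could be tested. CD45+ DAPI− cells were sorted from the solei of 10 young and 20 old control mice, 8 young and 10 old HU mice, and 10 young and 10 old mice at 4-day reload. The labels place both control libraries in 1 sequencing run and the HU and 4-day reload libraries in another, so a difference between control and the other treatments cannot be told apart from a difference between runs. The deposited files hold raw counts of unique molecular identifiers (UMIs) per gene and barcode, made with Cell Ranger 3.1.0 on the mm10 mouse genome. There were 1675 barcodes with 10605650 UMIs for young control and 2918 barcodes with 15765710 UMIs for old control. Young HU had 2126 barcodes with 5782054 UMIs and old HU had 2124 barcodes with 7020839 UMIs. Young reload had 3676 barcodes with 22749375 UMIs and old reload had 2948 barcodes with 17217962 UMIs. The paper gives depth as reads per cell, and the values here use UMIs. Barcodes with more than 10% mitochondrial UMIs or fewer than 200 genes were left out. The paper's text names mitochondrial filters without their limits. The share of barcodes above 10% was 33.3% in young reload and 17.4% in old reload. The highest scrublet doublet scores were also removed in each library, at 0.8% per 1000 barcodes, which left 12220 cells. Cells of all libraries were clustered together in Seurat with 2000 variable genes, 30 principal components and a resolution of 0.8. Clusters were named from fixed marker genes. UMIs were summed over the macrophage-like cells of each library and scaled to the total of those cells (CPM), and groups are compared by log2 ratios. Brackets after the ratio of a gene give the exact 95% interval of a ratio of Poisson counts. Brackets after the median of a gene list give its 95% range over 1000 Poisson redraws. Both cover counting error only and not the variation between cells or between mice. A list member is called higher or lower when its log2 ratio is at least 0.32 in size, which is a rule of size and not a test. Lists were measured over the members with at least 20 UMIs in the compared libraries. Each median was ranked among 10000 random lists of genes with the same range of expression.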

Soleus samples were subjected to FACS and 10x Genomics scRNAseq. The workflow of the single cell sequencing experiment leading up to analysis in R using the Seurat package is depicted in Figure 1a. FACS was performed based on CD45 expression as this is a broadly expressed marker in all leukocyte populations. As a result, we identified a total of 24 unique cell clusters that were CD45+ ranging from T cells, B cells, neutrophils, dendritic cells, fibrocytes, monocytes, and natural killer cells (Figure 1b). 

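T cell-like cells made up 7.96% of the kept cells in young control and 23.8% in old control. Neutrophil-like cells made up 2.08% of cells in young reload and 8.12% in old reload. Dendritic cell-like cells, which present antigen to T cells, made up 19.1% of cells in young reload and 14.5% in old reload. Endothelial-like cells are not leukocytes, yet in these CD45+ sorts they made up 21.6% of cells in young HU and 10.4% in old HU, against 0.190% to 0.719% in the control and reload libraries. Fibroblast-like cells followed the same order, with 6.49% in young HU and 4.04% in old HU. In all, 23 clusters were found. Markers of both B cells and macrophages led 1 cluster of 183 cells, which was left without a name by thresholds set after the clusters were seen. It held 1.2% of cells in young control, 4.17% in old control, 2.86% in old HU, 0.0425% in young reload and 0.127% in old reload. In young HU it held 0 of 1494 cells, which at 3 counts allows a share of up to 0.201%. The median depth of kept cells was 4510 UMIs in young control and 3900.5 in old control, 2548 in young HU and 2539 in old HU, and 7883 in young reload and 5939 in old reload.

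**Figure D1:**
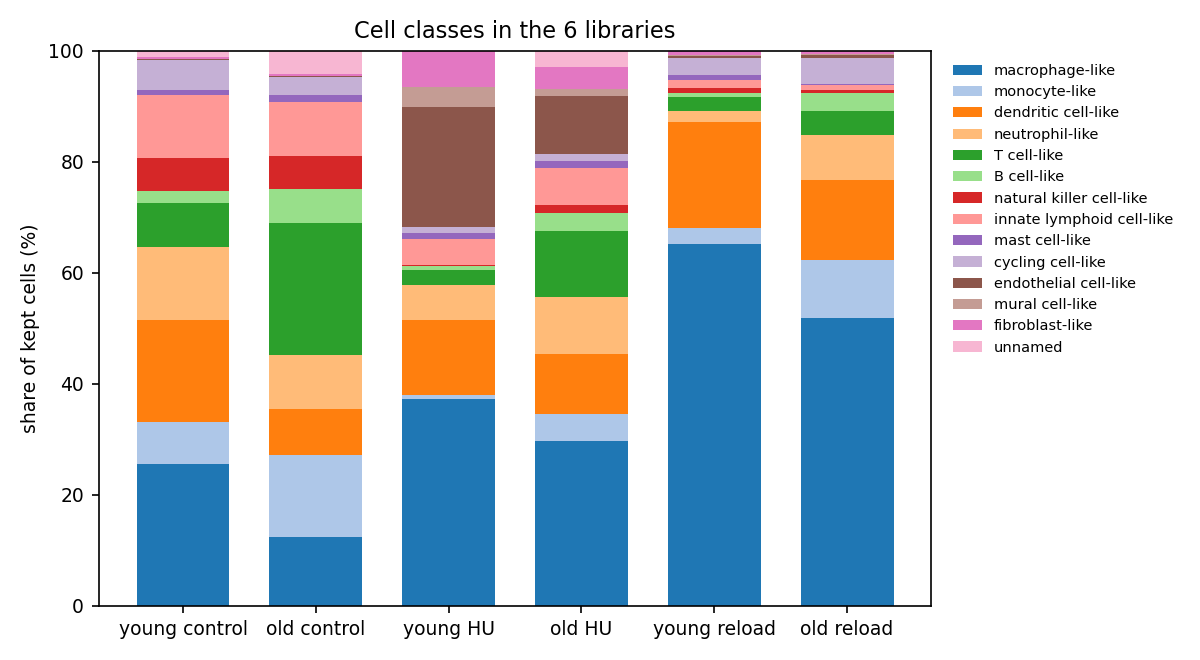
Share of kept cells in each cell class, in percent, for the 6 libraries. Each bar is 1 library of CD45+ cells, and the macrophage-like class (dark blue) takes 65.2% of young reload and 51.8% of old reload.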

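Macrophage-like cells were the largest class in the reload libraries, with 1536 of 2355 cells in young reload and 1224 of 2365 in old reload. The old share was 13.5 points lower, a difference of -13.5 with an interval of -16.2 to -10.7 for counting error only. Monocyte-like cells, the circulating precursors of infiltrating macrophages, made up 2.80% of young reload and 10.5% of old reload. In control, macrophage-like cells made up 25.5% of young cells (95% exact binomial interval 23.3 to 27.7) and 12.4% of old cells (11.1 to 13.7). After HU they made up 37.2% of young cells (34.8 to 39.7) and 29.6% of old cells (27.5 to 31.7). These shares describe the sorted cells that were recovered and passed the filters, with 1583 and 2568 cells in young and old control and 1494 and 1855 in young and old HU. They are not numbers of cells per muscle. The difference at reload was largest in the setting used here. It was -2.65 points (-5.37 to 0.08) with a gate on macrophage transcripts in each cell, and -5.74 points when monocyte-like clusters were counted with the macrophages. Other filters and clusterings also gave smaller differences, of -6.38 points with a limit of 20% mitochondrial UMIs, -8.09 with at least 1000 genes per cell, -7.36 at a resolution of 1.6 and -7.65 with another clustering seed.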

We also note that the total CD45+ cells at each time point were similar between young and old (Supplemental Figure 1b,c). 

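Macrophage-like cells formed 5 clusters with 4586 cells, and from 2 at a resolution of 0.4 to 7 at a resolution of 1.6. The largest, with 2361 cells, was led by Il10, Apoe, Cxcl1, Ms4a7 and Ptgs2, and 1274 of its cells came from young reload and 893 from old reload. A cluster of 1102 cells was led by Lyve1, Vsig4, C4b, Fcna and Cd163, which mark tissue-resident macrophages, and it was present in all libraries. Another cluster of resident type, led by Cd209f, Fcna, Lyve1 and Ccl24, had 442 cells, of which 299 came from young HU. A cluster of 188 cells was led by the interferon-stimulated genes Ifit2, Ifit3, Rsad2 and Mx1, with 94 cells from young reload and 86 from old reload. The remaining 493 cells had few UMIs, with a median 0.381 times that of their library. Different clusters therefore hold most macrophages of the HU libraries, since the Cd209f cluster held 299 of 556 in young HU and the first Lyve1 cluster held 341 of 549 in old HU. A cluster that comes mainly from 1 library cannot be separated from that library.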

Using CIPR cluster analysis in R, we identified four macrophage populations across all the treatment groups. 

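Il1b, which encodes the cytokine IL-1β, reached 2501 CPM in the cluster led by Il10 and Apoe and 1991 CPM in the interferon-stimulated cluster. It was at 389 CPM in the Lyve1 and Vsig4 cluster and at 11.6 CPM in the Cd209f cluster. Ccl8, a chemokine that attracts monocytes, ran the other way in these clusters, with 771 CPM in the Cd209f cluster and 114 CPM in the cluster led by Il10 and Apoe. The cluster with few UMIs broke this order, with Il1b at 453 CPM and the lowest Ccl8, at 26.7 CPM. Spp1, which encodes osteopontin, was highest in the cluster led by Il10 and Apoe at 419 CPM. S100a9, an abundant neutrophil transcript, lay between 1.29 and 142 CPM in the 5 macrophage-like clusters and at 5229 CPM over all other cells. At least 1 Il1b UMI was found in 47.9% of the 4586 macrophage-like cells (median 5655 UMIs) and in 1.72% of 1162 T cell-like cells (median 3189 UMIs). For S100a9 the shares were 2.09% and 2.15%. Its UMIs in macrophage-like cells thus lay in few cells, with 696 in the cluster led by Il10 and Apoe and 834 in the Lyve1 and Vsig4 cluster. Similar shares therefore do not show whether S100a9 in macrophage-like cells was background. At 4-day reload the log2 ratio of old over young was 0.24 [0.15 to 0.33] for Ccl8, -0.19 [-0.26 to -0.13] for Spp1 and 1.08 [0.73 to 1.44] for S100a9, with 168 and 116 UMIs of S100a9. The ratio of Ccl8 was -0.39 with a limit of 5% mitochondrial UMIs, -0.27 with the gate on macrophage transcripts and -0.34 with the macrophage clusters weighted equally. Over these 4 genes, which the study chose from these samples, the median was 0.02 [-0.03 to 0.08].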

The only distinguishing feature within each macrophage population was higher expression of the cytokines and chemokines IL‐1β, Ccl8, Spp1, and S100a9. Upon further examination, we determined that these macrophage populations had no other unique feature from each other when evaluated across treatments and age (Figure 1b,c). 

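Csf1r, the receptor for the growth factor that maintains macrophages, was found in 89.3% of the 4586 macrophage-like cells, and Cd68, a lysosomal protein of phagocytes, in 80.0%. Adgre1, which encodes F4/80, was found in 61.7% and the costimulatory receptor Cd86 in 38.0%. In T cell-like cells these transcripts were found in 0.516%, 3.18%, 0.172% and 1.64% of cells, in that order. Comparing old with young macrophages at 4-day reload, no member of this group was called higher or lower, with log2 ratios of 0.07 [0.03 to 0.12] for Csf1r, -0.20 [-0.25 to -0.15] for Cd68, -0.20 [-0.28 to -0.12] for Adgre1 and -0.05 [-0.17 to 0.07] for Cd86. Their median was -0.12 [-0.18 to -0.05]. Without depth scaling and with SCTransform corrected counts, Csf1r was at -0.15 and -0.26, where all genes had medians of -0.24 and -0.32.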

We next utilized broad pan macrophage markers (CD68, CD86, Adgre1 (F4/80), CSF1r) to visualize total macrophages in the context of all total cells sequenced (Figure 1c). This was followed by utilizing markers indicative of a pro‐inflammatory macrophage phenotype (Aif1, Ccl2, Ccl9, Ccr2, Ier3, IL‐1β, Irf5, Maff, TLR2, Tnf, NFκB, Marcksl1; Orecchioni et al., 2019). These panel of markers demonstrated that these macrophages were predominately of the pro‐inflammatory origin. 

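In macrophage-like cells with at least 2000 UMIs, thinned to 2000, the 12 pro-inflammatory transcripts were found in a median of 45.7% of 3858 cells, from 22.9% for Maff to 80.3% for Ier3, an early response gene. The 728 cells with fewer UMIs were left out, and 377 of 556 macrophage-like cells remained in young HU, 387 of 549 in old HU, 1374 of 1536 in young reload and 1090 of 1224 in old reload. Nfkbiz stood for the transcript written NFκB, as in Figure 1c. The median over the panel was 52.7% in young reload and 54.5% in old reload, 40.2% and 39.9% in young and old control, and 21.9% and 41.9% in young and old HU. In young HU, where most macrophages belonged to the Cd209f cluster, Il1b was found in 2.39% of cells. T cell-like cells, thinned the same way from a median of 3629.5 UMIs, had Il1b in 0.645%, Ier3 in 12.8%, Tnf in 20.3% and Nfkbiz in 21.9% of 930 cells, against a median of 6606.5 UMIs in macrophage-like cells before thinning. In old relative to young macrophages at 4-day reload, 2 of the 12 were higher, Ccl2, a chemokine that recruits monocytes, at a log2 ratio of 0.61 [0.58 to 0.65] and Maff at 0.44 [0.34 to 0.53]. Il1b, Ccl9 and the receptor Tlr2, at -0.40 [-0.46 to -0.33], were lower, and Tnf was at 0.28 [0.23 to 0.32] and at -0.11 with SCTransform corrected counts. The median of the panel was 0.07 [0.02 to 0.11], -0.15 without depth scaling and -0.28 with SCTransform corrected counts, 2 scalings that lower the median of all genes to -0.24 and -0.32, and -0.0058 with the gate on macrophage transcripts and -0.013 with monocyte-like clusters added.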

While we did capture some anti‐inflammatory markers in the macrophage populations including CD163, they were far less prevalent than pro‐inflammatory markers (Figure 1d) and are suggestive of the overlap and constantly dynamic state of macrophage populations. 

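Cd163, the scavenger receptor for haemoglobin, was found in 21.1% of macrophage-like cells thinned to 2000 UMIs as above and in 0.108% of T cell-like cells. The share was 8.52% in young reload and 13.9% in old reload, 17.6% in young control and 34.8% in old control, and 54.4% in young HU and 47.0% in old HU. In young HU all 12 pro-inflammatory transcripts were found in fewer cells than Cd163, as were 6 of the 12 in old HU, 6 in old control and 1 in young control. Over 29 anti-inflammatory transcripts the median was 21.6%, from 2.10% for Pparg to 84.9% for Selenop, a selenium carrier that was also found in 28.8% of T cell-like cells. By group this median was 12.7% in young reload and 16.2% in old reload, 22.7% in young control and 33.3% in old control, and 41.1% in young HU and 39.3% in old HU.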

Given our interest in the recovery aspect of aged muscle and the lack of distinguishing features between these macrophage populations, we decided to combine the macrophage populations into a single cluster and focused on the recovery treatment group (day 4 reload) between the age groups for the remainder of analysis.

**FIGURE 1:**
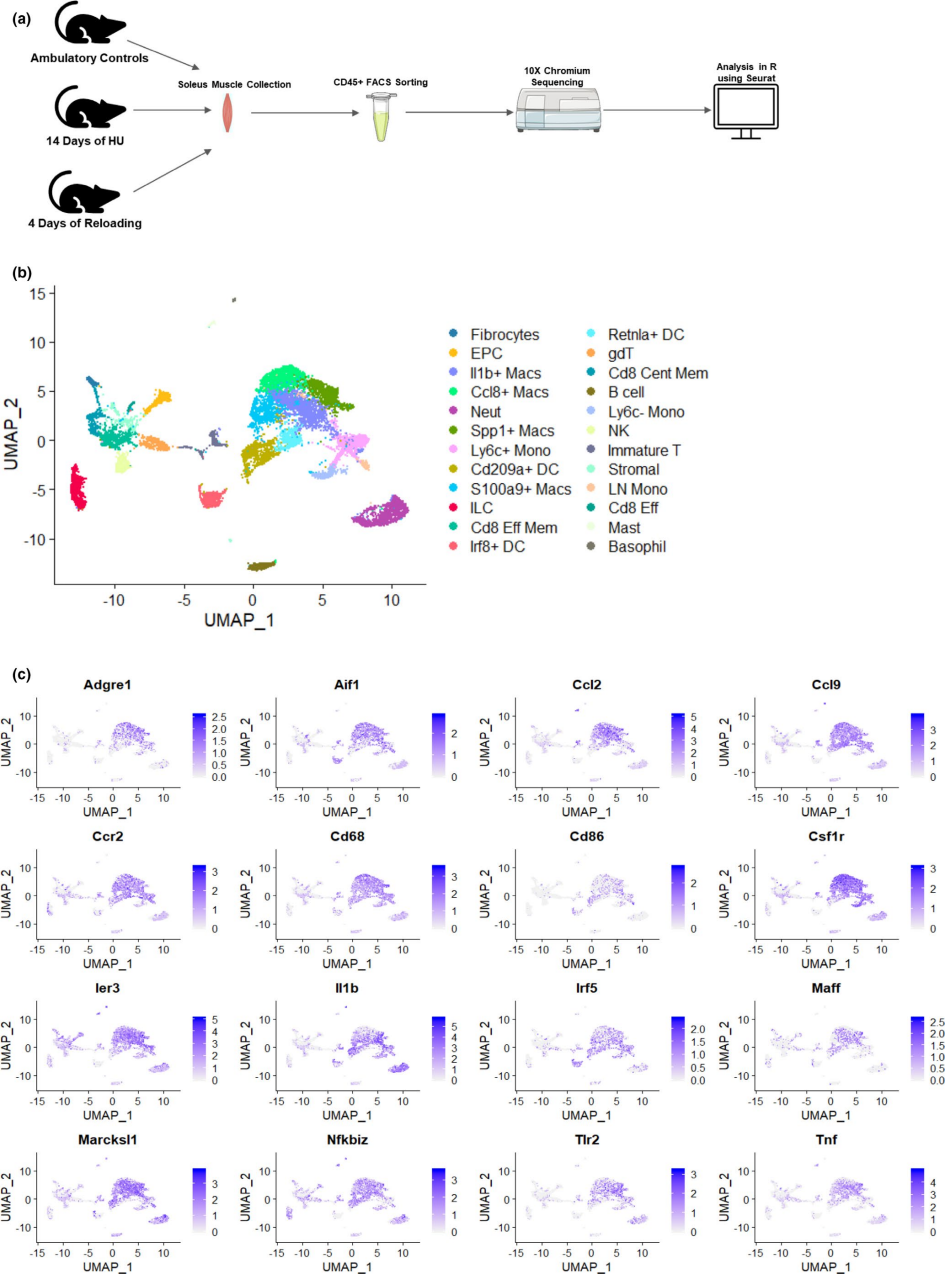
Experimental designs and single cell sequencing of CD45+ cells. (a) Study design depicting experimental groups, solei muscle collection, FACS, and single cell sequencing workflow. (b) UMAP supervised clustering of all CD45+ cell types identified by single cell RNA sequencing. Cell types identified include IL‐1β+, CCL8+, Spp1+, and S100a9+ macrophages, neutrophils, Ly6C+ and Ly6C‐ monocytes, Cd209+ dendritic cells, innate lymphoid cells, CD8 memory T cells, IRF8+ dendritic cells, Retnla dendritic cells, gamma delta T cells, endothelial progenitor cells (EPC), CD8 central memory T cells, B cells, natural killer cells, immature T cells, stromal cells, lymph node monocyte cells, fibrocytes, CD8 effector T cells, mast cells, and basophils. (c) UMAP expression of pan and pro‐inflammatory macrophage surface marker transcripts ADGRE1, AIF1, CCL2, CCL9, CCR2, CD68, CD86, CSF1R, IER3, Il1β, IRF5, MAFF, MARCKSL1, NFκBIZ, TLR2, and TNF. Panel A was generated using Servier Medical Art (SMART). Data depicted are from all treatment groups pooled together from both ages

### 3.2 Inflammatory profile of aged macrophages is disrupted during 4 days of reloading following disuse

The top pathways, using gene set enrichment analysis (GSEA), at the 4‐day reload treatment group demonstrated five inflammatory Hallmark pathways (TNFα Signaling via NFκB, Interferon Gamma Response, IL6 JAK STAT3 Signaling, Inflammatory Response, and IL2 STAT5 Signaling) that were enriched in the young macrophages when compared to old (Figure 2a). 

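Of 78 measured genes of a TNF and NFκB response list, 23 were higher and 8 lower in old than in young macrophages at 4-day reload. Cxcl2, an abundant neutrophil chemokine of the list, had a log2 ratio of 0.03 [0.02 to 0.04], but of -0.12 with the gate on macrophage transcripts and -0.15 with monocyte-like clusters added. The chemokine Cxcl3 was lower at -1.03 [-1.16 to -0.90] and the transcription factor Cebpb at -0.40 [-0.43 to -0.37]. Of 87 interferon response genes, 29 were higher and 5 lower. Among the highest were the antiviral genes Iigp1 at 1.80 [1.26 to 2.37], Ifit1 at 1.58 [1.40 to 1.76] and Ifit2 at 1.26 [1.04 to 1.49], while the abundant Ifitm3 was at -0.09 [-0.11 to -0.06] (0.088 with monocyte-like clusters added) and B2m at 0.10 [0.08 to 0.13] (-0.12 without depth scaling, which lowers all genes). Of 54 genes of the IL6, JAK and STAT3 response, 8 were higher and 8 lower, with Cd36 at 1.21 [1.09 to 1.34] and the decoy receptor Il1r2 at -1.08 [-1.28 to -0.88]. List medians were 0.08 [0.04 to 0.11], 0.12 [0.08 to 0.15] and -0.06 [-0.11 to -0.03] in the order given, at percentiles of 100, 100 and 36.8 among random lists. The lists were written by hand in place of the Hallmark sets, so no enrichment score was computed, and IL2 and STAT5 signaling was not analysed here. SCTransform corrected counts moved the median of all genes to -0.32 and mean UMIs per cell without depth scaling moved it to -0.24, and the TNF and interferon medians moved below 0 with it. Relative to all genes, the TNF list stood at 0.02 and 0.10 under these scalings and the interferon list at 0.05 and 0.14. The TNF median was also below 0 with the gate on macrophage transcripts, at -0.031, and the interferon median with the macrophage clusters weighted equally, at -0.037.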

We next plotted represented inflammatory transcripts that are characteristic to pro‐inflammatory macrophages and in line with the GSEA pathways. 

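Il1b lies on chromosome 2 of mm10 from 129364570 to 129371139 (ENSMUSG00000027398) and was lower in old than in young macrophages at 4-day reload. It had 17878 UMIs, or 2084 CPM, in old and 33725 UMIs, or 2690 CPM, in young, a log2 ratio of -0.37 [-0.39 to -0.34]. The chemokine Ccl9 was lower at -0.44 [-0.48 to -0.40], the interferon receptor subunit Ifnar2 at -0.43 [-0.53 to -0.34] and the IL-4 receptor Il4ra at -0.42 [-0.55 to -0.30]. These 4 were the members of the 12 inflammatory transcripts of Figure 2b called lower by that rule, and none was called higher. Smaller ratios were found for Il10ra at -0.26, Ccl6 at -0.24, Nfkbib and Il10rb at -0.21, Nfkbia at -0.13 (0.073 with clusters weighted equally) and Socs3 at -0.09. Ccl3, a chemokine for monocytes and T cells, was at 0.28 [0.22 to 0.34], with 439 CPM in old and 361 CPM in young, but at -0.16 with SCTransform corrected counts, where all genes had a median of -0.32. The median over the 12 was -0.23 [-0.28 to -0.20], at percentile 0.64 of random lists. The figure's caption calls these transcripts significantly different in these samples, so their count is not independent evidence of a direction. Neutrophil transcripts were higher in the old macrophages, with a median of 0.90 [0.60 to 1.14] over 5 genes.

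**Figure D2:**
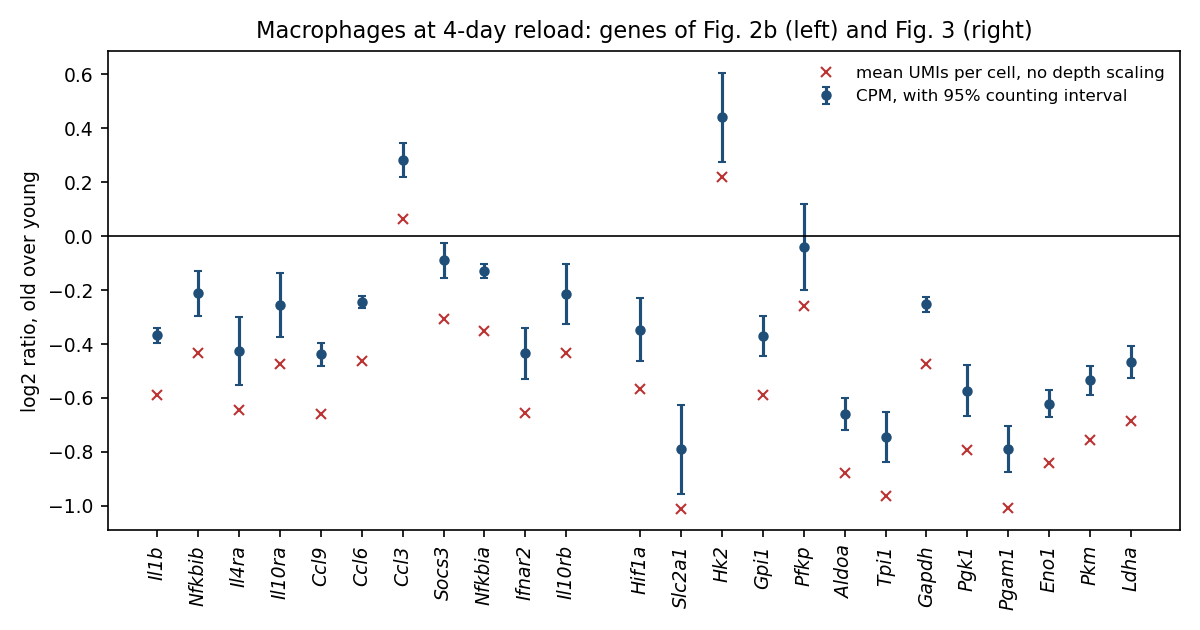
Log2 ratio of old over young macrophages at 4-day reload for transcripts of Figure 2b (left) and Figure 3 (right). Circles are ratios of CPM with 95% counting intervals, crosses are ratios of mean UMIs per cell without depth scaling, and only Ccl3 and Hk2 lie above 0 on both.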

Consistent with the GSEA analysis, aged pro‐inflammatory macrophages exhibited a blunted inflammatory transcriptome compared to young according to the listed inflammatory markers (Figure 2b). Of particular interest was the “Inflammatory Response” pathway that was enriched in the young reload when compared to old reload samples (Figure 2c). This pathway accounted for a bulk of cytokines and chemokines necessary to coordinate a proper inflammatory response within the tissue area of interest. 

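Within a hand-written inflammatory response list, 20 of 87 measured genes were higher and 18 were lower in old macrophages at 4-day reload. Trem1, a receptor that amplifies inflammation, had 186 UMIs in old and 819 in young, a log2 ratio of -1.59 [-1.83 to -1.36], the lowest of the list. Cxcl9, a T cell chemokine with 42 and 21 UMIs, had the highest at 1.55 [0.76 to 2.38]. Cd14, a coreceptor for endotoxin, was at -0.23 [-0.25 to -0.21]. The median was -0.03 [-0.07 to 0.02], at percentile 66.4 of random lists, and without the transcripts of Figures 2b and 3 it was 0.03 [-0.02 to 0.05]. Mean UMIs per macrophage were 0.859-fold in old relative to young. The median was -0.40 with SCTransform corrected counts and -0.25 without depth scaling, which is -0.08 and -0.01 relative to all genes. It was also below its counting range with the gate on macrophage transcripts, at -0.12, with the macrophage clusters weighted equally, at -0.077, and with every cell weighted equally, at -0.075, where the medians of all genes were 0.016, -0.049 and -0.0052.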

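Il1b stood higher at 4-day reload than after HU at both ages, by a log2 ratio of 7.14 [6.65 to 7.67] in young macrophages and 2.10 [2.01 to 2.18] in old. Cxcl2 was at 3.13 [3.07 to 3.19] in young and 0.53 [0.51 to 0.56] in old, and Tnf at 2.23 [2.05 to 2.42] and 0.30 [0.22 to 0.38]. Of the inflammatory response genes, 72 of 87 were higher and 7 lower in young, and 55 of 86 were higher and 12 lower in old. Medians were 1.55 [1.40 to 1.83] in young and 0.68 [0.58 to 0.77] in old, where the median of all genes was -0.11 and 0.03. Ccl6, an abundant chemokine, was at -0.20 [-0.24 to -0.17] in young and -0.35 [-0.38 to -0.31] in old. TNF and NFκB response genes had medians of 1.80 [1.76 to 1.91] in young and 0.35 [0.32 to 0.49] in old. Anti-inflammatory transcripts were mostly lower, 20 of 29 in young at a median of -1.78 [-1.90 to -1.65] and 19 of 29 in old at -0.85 [-1.01 to -0.77]. Among them Selenop was at -1.96 in young and -1.19 in old. In old, the anti-inflammatory median was 0.16 and Ccl6 was at 0.93 with SCTransform corrected counts, below all genes at 1.09, and Ccl6 was at 0.40 without depth scaling, below all genes at 0.77. In young, Ccl6 was at 1.43 and 1.15 under these scalings, where all genes were at 1.32 and 1.24, and at 0.031 with TMM factors and 0.26 with clusters weighted equally. The macrophage clusters differ between these treatments, since most HU macrophages were of the resident clusters and most reload macrophages of the cluster led by Il10 and Apoe. Weighted equally, the clusters with enough cells in both libraries gave an inflammatory median of 0.29 in old. In young 1 cluster had enough cells in both libraries, the macrophage-like cluster with few UMIs. It held 28.1% of young HU and 7.16% of young reload macrophages. There the inflammatory median was 1.48 and the anti-inflammatory median 0.055.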

We also show within the supplemental analysis that macrophages during the reload phase exhibit a higher “Inflammatory Response” when compared to the HU time point regardless of age which was expected due to the high volume of cells infiltrating during the reloading phase (Supplemental Figure 3). However, it is interesting to note that during the Control and HU conditions in the old (vs. young), GSEA inflammatory response was enriched (Supplemental Figures 2a and 3c) suggesting that old muscle macrophages exhibited a pro‐inflammatory phenotype at these time points which was impaired once reloading commenced.

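In control, Ccl6 was higher in old than in young macrophages, with a log2 ratio of 1.05 [0.99 to 1.12], as were Ccl2 at 0.98 [0.90 to 1.05] and Il1b at 0.86 [0.74 to 0.97]. Of 83 inflammatory response genes 35 were higher and 17 lower, with a median of 0.21 [0.14 to 0.27]. After HU, Il1b was at 4.67 [4.18 to 5.21], with 1121 UMIs in old and 34 in young. Cxcl2 was at 2.63 [2.56 to 2.69], Tnf at 2.21 [2.01 to 2.41] and Ccl2 at 1.93 [1.84 to 2.03], while Ccl6 was at -0.10 [-0.15 to -0.05], and at 0.087 with TMM factors. Of 78 inflammatory response genes 56 were higher and 6 lower, with a median of 1.11 [0.99 to 1.24] where all genes had a median of -0.16. It was 1.14 and 1.08 at limits of 5% and 20% mitochondrial UMIs, and barcodes above 10% were 27.5% of young HU and 9.60% of old HU. Both list medians were at percentile 100 of random lists. Neutrophil transcripts were also higher, with medians of 1.62 [1.23 to 1.79] in control and 2.06 [1.64 to 2.98] after HU. In old macrophages the stress gene Hspa1a was lower in both, at -3.08 [-3.17 to -3.00] and -2.56 [-2.68 to -2.44]. This fall was not confined to macrophages. Among cells thinned to equal depth, Hspa1a was found in 36.3% of young and 13.5% of old T cell-like cells in control. After HU it was found in 60.7% of 28 young and 13.2% of 136 old T cell-like cells. In control natural killer cell-like cells the shares were 36.05% in young and 3.60% in old. In macrophages the genes of a list induced by tissue dissociation had a median of 0.58 [0.47 to 0.62] after HU. The inflammatory list was also higher in other old cells after HU, with medians of 1.06 in fibroblast-like, 0.88 in endothelial-like, 0.73 in dendritic cell-like, 0.64 in innate lymphoid cell-like and 0.25 in neutrophil-like cells, where all genes had a median of 0.21. Weighting the macrophage clusters equally lowered the HU median to 0.30. In control, Il1b was at -0.23 with the gate on macrophage transcripts, Ccl2 at -0.053 with monocyte-like clusters added, and the list median was -0.016 with SCTransform corrected counts, where all genes had a median of -0.16. From the pathway being enriched in old macrophages at control and HU and in young macrophages at 4-day reload, the paper proposes that old macrophages are in a pro-inflammatory state that is impaired once reloading begins.

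**Figure D3:**
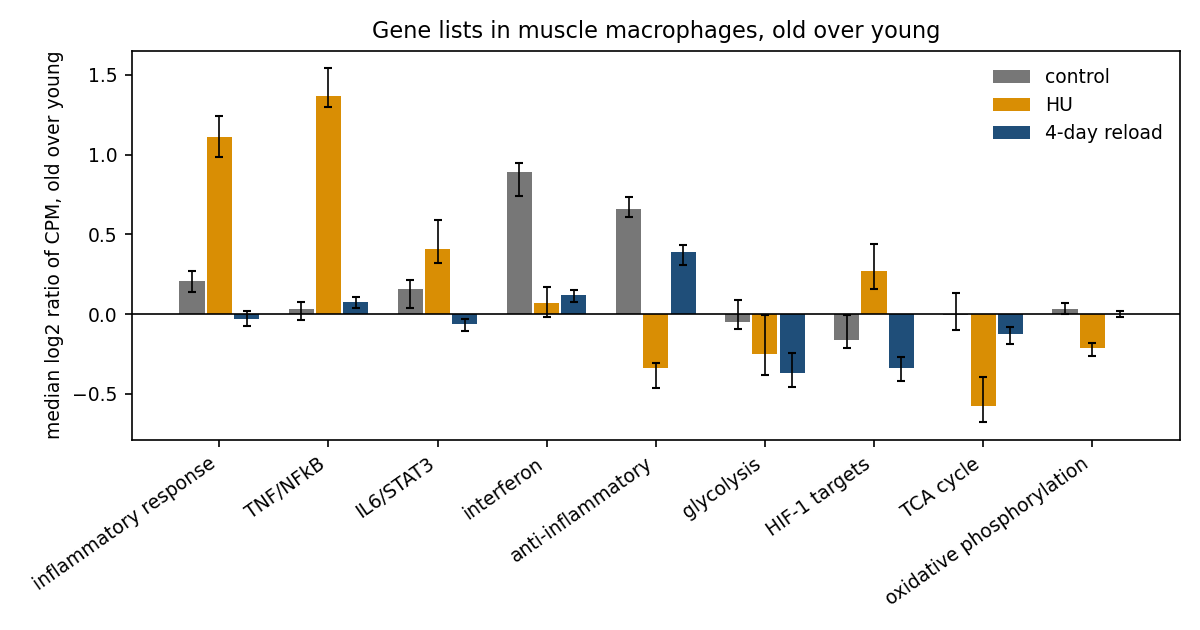
Median log2 ratio of CPM, old over young macrophages, for 9 gene lists in control (grey), HU (orange) and 4-day reload (blue). Each bar compares 1 old with 1 young library, error bars are 95% ranges of counting error, and the inflammatory response bar stands at 0.21, 1.11 and -0.03.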

**FIGURE 2:**
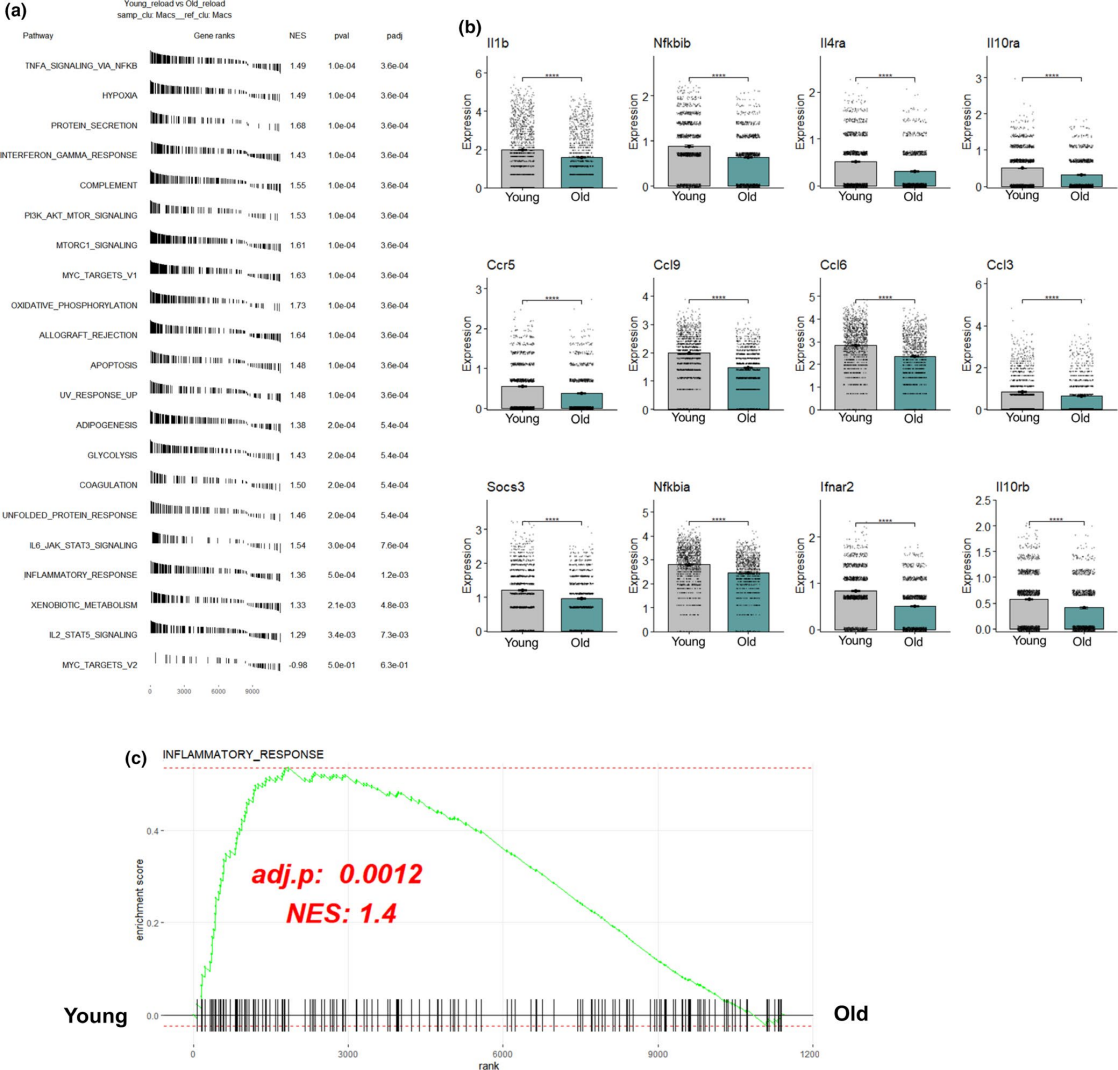
Inflammatory transcriptome of aged skeletal muscle macrophages is blunted after 4 days of reloading. (a) Gene set enrichment analysis (GSEA) of top regulated pathways from single cell sequencing transcripts in pro‐inflammatory macrophage clusters from day 4 of reloading after disuse. (b) Bar graphs of significantly different select inflammatory transcripts in young and old pro‐inflammatory macrophages from day 4 of reloading after disuse. (c) Individual GSEA analysis demonstrating enriched inflammatory signaling in young pro‐inflammatory macrophages from day 4 of reloading after disuse atrophy. NES denotes normalized enrichment score. A positive NES denotes enriched in young compared to old. Wilcoxon rank‐sum test was used to rank genes and determine significance for GSEA and boxplot analysis. Statistical significance is *p* < 0.05

### 3.3 Aged muscle macrophages exhibit an impaired glycolytic transcriptome during 4 days of reloading

Muscle macrophages during reloading also included top pathways related to glycolysis and oxidative phosphorylation. Given that pro‐inflammatory macrophages are primarily glycolytic and inferred to regulate the inflammatory profile (Orecchioni et al., 2019), we elected to investigate the glycolytic phenotype further. 

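Of 31 measured genes of glycolysis, which breaks down glucose to pyruvate and lactate, 16 were lower and 6 higher in old than in young macrophages at 4-day reload. The median log2 ratio was -0.37 [-0.46 to -0.24], at percentile 0 of random lists. The list includes 12 transcripts of Figure 3, with a median of -0.55 [-0.59 to -0.51]. Without them, 7 of 19 genes were lower and 5 higher, and the median was -0.05 [-0.28 to 0.10], at percentile 31.8. The study drew the figure from these samples, so this remainder cannot decide whether glycolysis genes outside it shifted. Ldhb, a lactate dehydrogenase with 44 and 128 UMIs, was lowest at -0.99 [-1.52 to -0.49]. Genes induced by HIF-1 had a median of -0.34 [-0.42 to -0.27], with 18 of 34 lower and 2 higher, and 11 genes stand on both lists. The 26 HIF-1 genes outside Figure 3 had a median of -0.25 [-0.34 to -0.19]. Of the HIF-1 genes, the oxygen sensor Egln3 was at -2.02 [-2.92 to -1.22] with 15 and 89 UMIs, and the cytokine Mif at -0.44 [-0.51 to -0.36]. Of 11 genes of the pentose phosphate pathway, which branches from glycolysis, 1 was higher and 1 lower, with a median of -0.19 [-0.27 to 0.00]. The glycolysis list was also below 0 in the other cell classes that could be compared at reload, at -0.32 in monocyte-like, -0.30 in T cell-like, -0.32 in cycling and -0.13 in dendritic cell-like cells, where all genes had medians of 0.01, -0.17, 0.04 and -0.02. It was at -0.59 without depth scaling and -0.67 with SCTransform corrected counts, which is -0.35 relative to all genes in both.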

Inspection of the individual GSEA analysis revealed an enriched glycolysis pathway in young macrophages during the reloading treatment (Figure 3a). Since HIF‐1α is understood to be a master regulator of glycolysis within pro‐inflammatory macrophages (Cramer et al., 2003), this was included within the analysis of glycolytic transcripts. 

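Hif1a, which encodes the oxygen-regulated transcription factor HIF-1α, lies on chromosome 12 of mm10 from 73901375 to 73947530 (ENSMUSG00000021109). In old macrophages at 4-day reload it had 921 UMIs, or 107 CPM, and in young macrophages 1712 UMIs, or 137 CPM. The log2 ratio of old over young was -0.35 [-0.46 to -0.23]. Slc2a1, the gene of the glucose transporter GLUT1, lies on chromosome 4 from 119108711 to 119137983 (ENSMUSG00000028645). It had 420 UMIs, or 49.0 CPM, in old and 1062 UMIs, or 84.7 CPM, in young, a log2 ratio of -0.79 [-0.96 to -0.63]. The ratio of Hif1a was -0.73 when the macrophage clusters were weighted equally and -0.83 with SCTransform corrected counts. All genes had medians of -0.05 and -0.32 in these settings.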

We next utilized a heat map and individual bar graphs that showed a reduction in HIF‐1α in addition to its immediate known downstream target, Slc2a1 (Glut‐1; Freemerman et al., 2014), in aged macrophages compared to young (Figure 3b,c). Furthermore, every glycolytic enzyme transcript (except for Hexokinase 2 (HK2) was reduced compared to Young (Figure 3b,c) suggesting that the glycolytic program of aged pro‐inflammatory muscle macrophages was suppressed during recovery. Furthermore, the oxidative phosphorylation GSEA pathway and related transcripts were also lower in aged pro‐inflammatory macrophages inferring a potential disruption of mitochondria and the TCA cycle (Supplemental Figure 4a,b).

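Of the 13 transcripts of Figure 3, 10 were lower in old macrophages and 1, Hk2, was higher. Hexokinase 2, which traps glucose in the cell, had a log2 ratio of 0.44 [0.27 to 0.61]. The largest differences among the enzymes were in Pgam1 at -0.79 [-0.87 to -0.70], Tpi1 at -0.74 [-0.84 to -0.65], Aldoa at -0.66 [-0.72 to -0.60] and Eno1 at -0.62 [-0.67 to -0.57]. Pgk1 was at -0.57 [-0.67 to -0.48], Pkm, which forms pyruvate, at -0.54 [-0.59 to -0.48], Ldha, which forms lactate, at -0.47 [-0.52 to -0.41], and Gpi1 at -0.37 [-0.44 to -0.30]. Gapdh, the most abundant of them at 1802 CPM in old and 2147 CPM in young, was at -0.25 [-0.28 to -0.22]. The ratio of Pfkp was -0.04 [-0.20 to 0.12], a difference that was not detectable with 542 and 814 UMIs. The median over the 13 was -0.54 [-0.58 to -0.48]. These transcripts were drawn by the study from these samples, and 12 of them are also among the glycolysis genes described above, so they are not independent evidence of a direction.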

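Nuclear genes of the mitochondrial respiratory chain stood close to equal in old and young macrophages at 4-day reload. Of 77 measured genes 4 were higher and none was lower, with a median log2 ratio of -0.0013 [-0.021 to 0.018]. Cox4i1, a subunit of cytochrome c oxidase, was at 0.04 [0.00 to 0.08], and Atp5k, a subunit of ATP synthase, was highest at 0.99 [0.88 to 1.1]. The 13 genes encoded by the mitochondrial genome had a median of 0.10 [0.08 to 0.13], with mt-Co1 at 0.16 [0.15 to 0.18], and without depth scaling these were -0.12 and -0.055, above all genes at -0.24. Of 26 genes of the TCA cycle 3 were lower and none was higher, with a median of -0.13 [-0.19 to -0.08]. Among them Acod1, which makes itaconate in activated macrophages, was lowest at -0.84 [-1.13 to -0.55] but at 0.34 with the macrophage clusters weighted equally, Mdh2 was at -0.21 [-0.32 to -0.09] and Sdhb, a subunit of succinate dehydrogenase, at -0.18 [-0.27 to -0.08]. The median of the nuclear respiratory genes was -0.41 with SCTransform corrected counts and -0.22 without depth scaling, which is -0.09 and 0.02 relative to all genes.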

**FIGURE 3:**
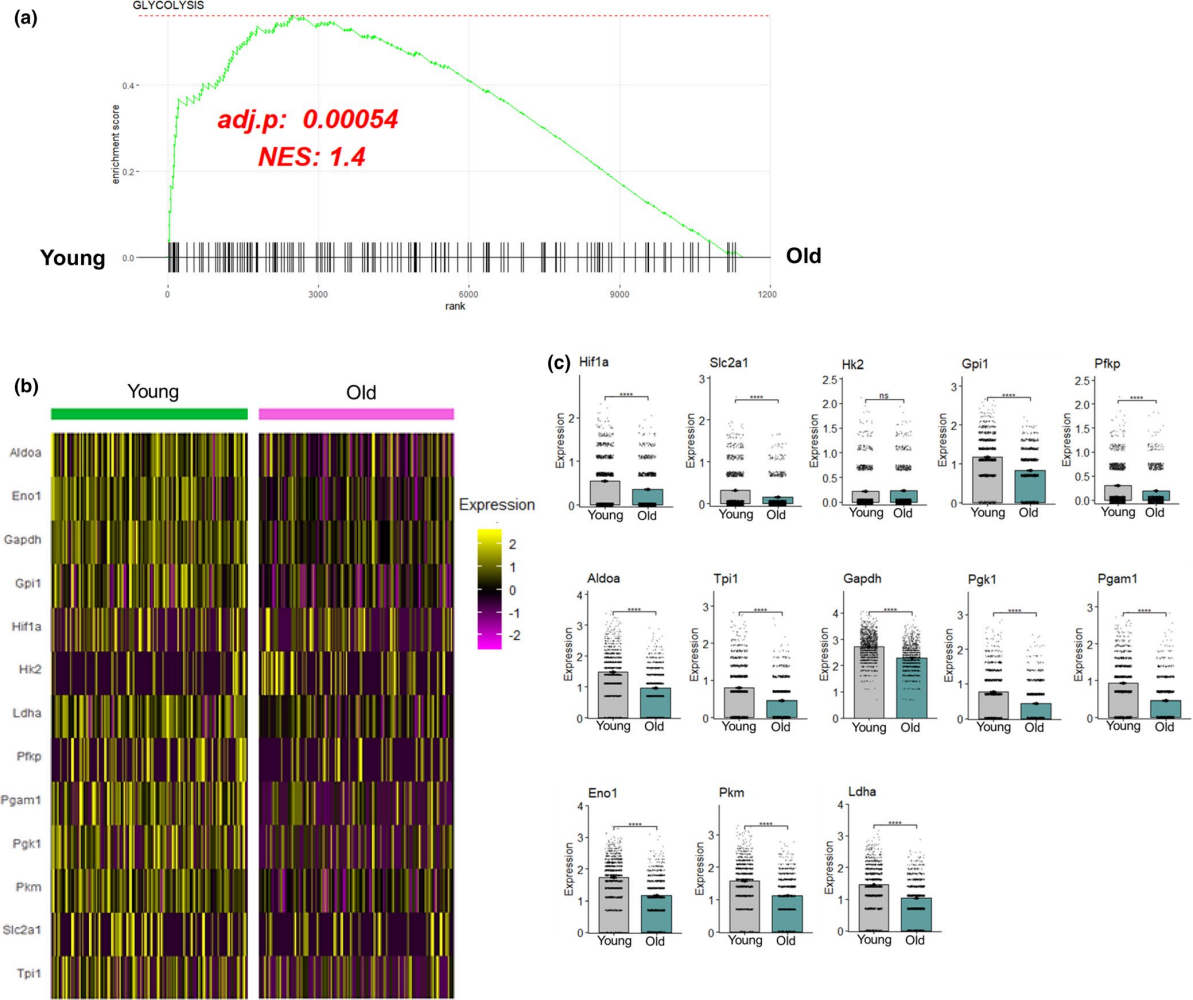
Aged skeletal muscle macrophages exhibit impaired glycolytic transcriptome during 4 days of reloading. (a) Individual GSEA analysis demonstrating enriched glycolysis pathways analysis in young pro‐inflammatory macrophages compared to old during 4 days of reloading from disuse. (b) Heatmap visualization of glycolytic enzyme transcripts Aldoa, Eno, Gapdh, Gpi‐1, Hif‐1α, Hk2, Ldha, Pfkp, Pgam1, Pgk, Pkm, Slc2a1 (Glut1), and Tpi‐1. (c) Bar graphs of glycolytic enzymes, Hif‐1α, and its immediate downstream target, Slc2a1 (Glut1). NES denotes normalized enrichment score. A positive NES denotes enriched in young compared to old. Wilcoxon rank‐sum test was used to rank genes and determine significance for GSEA and boxplot analysis. Statistical significance is *p* < 0.05

### 3.4 Glycolytic metabolism and phagocytosis in aged bone marrow‐derived macrophages following 4 days of reloading

To further investigate the impaired glycolytic macrophage transcriptional signature between the age groups, we repeated the mouse disuse and 4‐day recovery experiments to examine the metabolic function in young and old macrophages during early recovery. Bone marrow‐derived progenitor cells at control and 4‐day RL were cultured and polarized to pro‐inflammatory macrophages (Figure 4a) and then subjected to a glycolysis stress test. As a result, old pro‐inflammatory macrophages (compared to young) had robustly lower glycolysis, glycolytic capacity, and glycolytic reserve (Figure 4b,c). We also demonstrated that suppressed glycolysis was distinctly present during the 4‐day reloading period in the old since glycolytic measurements on ambulatory control mouse macrophages were not different between young and old. This is also in agreement with the glycolytic‐related transcripts in young and old control muscle macrophages as well (data not shown).

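In control muscle, Gapdh had a log2 ratio of -0.08 [-0.15 to -0.02] in old relative to young macrophages (0.10 with the gate on macrophage transcripts and 0.33 with monocyte-like clusters added), Eno1 of 0.01 [-0.11 to 0.14] and Ldha of 0.22 [0.07 to 0.37]. Pfkp, a phosphofructokinase with 101 and 214 UMIs, was at -0.59 [-0.94 to -0.24]. Hif1a was at -0.25 [-0.56 to 0.06] and Slc2a1 at -0.23 [-0.61 to 0.15], which are not detectable differences at this depth. Of 25 glycolysis genes 5 were higher and 4 lower, with a median of -0.05 [-0.10 to 0.09], and 0.23 [-0.08 to 0.50] without those of Figure 3. Of the 13 transcripts of Figure 3, 2 were lower and none was higher, with a median of -0.08 [-0.15 to -0.01], which was 0.27 with the gate on macrophage transcripts and 0.38 with monocyte-like clusters added. The glycolysis median rests on 318 old and 403 young macrophages and was 0.21 with that gate, 0.32 with those clusters and -0.30 with SCTransform corrected counts.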

**FIGURE 4:**
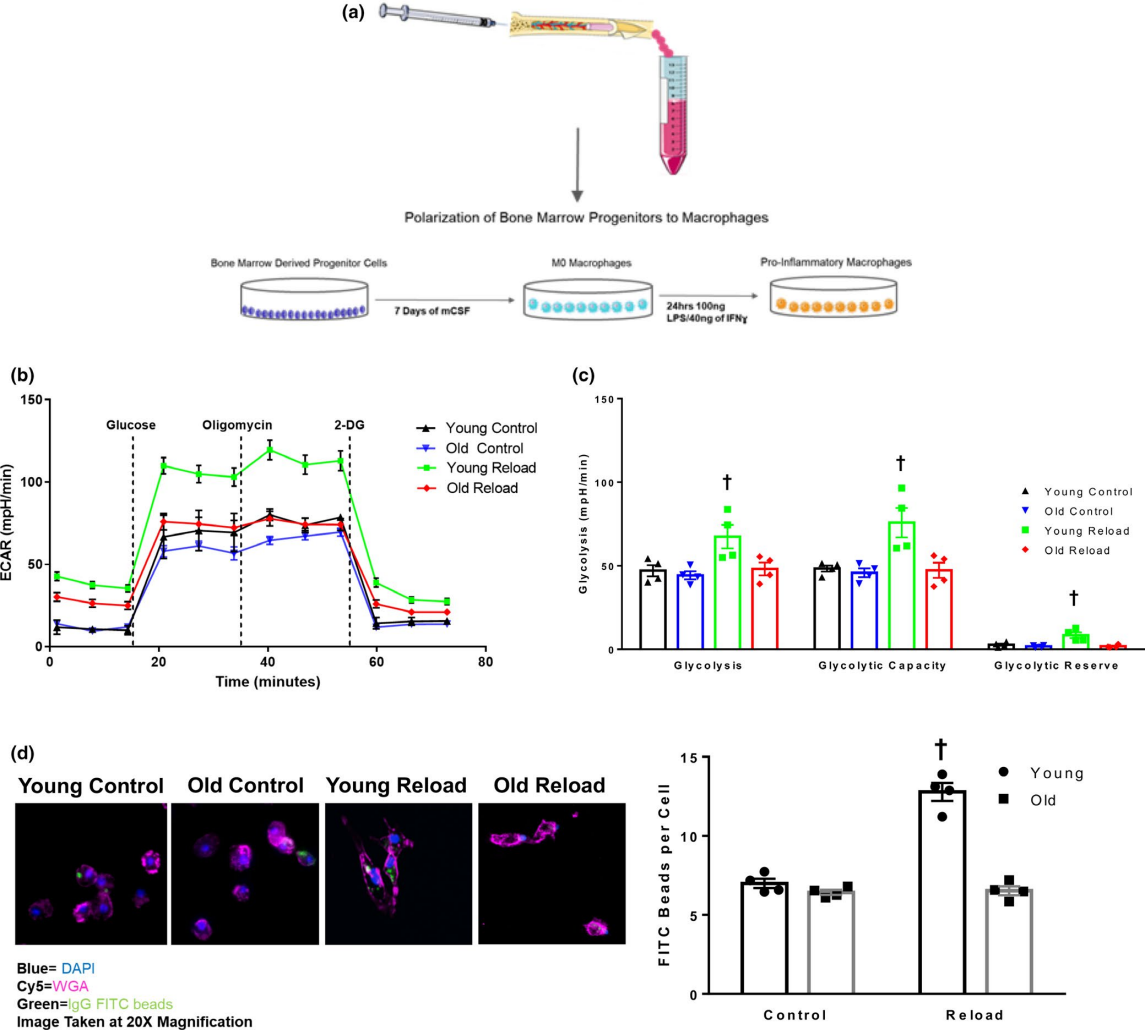
Impaired glycolytic metabolism and phagocytosis in aged bone marrow‐derived macrophages following 4 days of reloading. (a) Experimental design schematic showing workflow of bone marrow isolation and culturing of bone marrow progenitors and polarization to pro‐inflammatory macrophages. (b) Seahorse XFe96 bioanalyzer glycolysis stress test curves depicting ECAR at baseline, with glucose, oligomycin, and 2‐deoxyglucose in young and old control pro‐inflammatory macrophages and young and old 4‐day reload pro‐inflammatory macrophages. (c) Analysis of seahorse curves depicting glycolysis, glycolytic capacity, glycolytic reserve in young and old 4‐day reload pro‐inflammatory macrophages. (d) Images depicting young and old pro‐inflammatory macrophages after consuming IgG FITC tagged latex beads. Phagocytosis activity was graphed and expressed as average number of beads per cell (200 cells per group per replicate). Images were taken at 20× magnification. Panel a was generated using Servier Medical Art (SMART). Data are expressed as Mean ± SEM. Two‐way ANOVA used for analysis. *Represents different than Young (*p* < 0.05). ^†^Represents different from all groups (*p* < 0.05)

Glycolysis has been demonstrated to be linked to pro‐inflammatory macrophage function and phagocytosis activity (Pavlou et al., 2018). Using IgG FITC tagged beads, we show increased phagocytosis in young bone marrow‐derived macrophages following 4 days of reloading but not in old bone marrow‐derived macrophages (Figure 4d). Overall, these results support that glycolytic metabolism and phagocytosis activity of aged pro‐inflammatory macrophages are impaired following 4 days of recovery following disuse atrophy.

### 3.5 Metabolome of aged bone marrow‐derived macrophages following 4 days of reloading

Finally, to examine the metabolic deficit in old pro‐inflammatory macrophages, we subjected a new cohort of polarized pro‐inflammatory cells (collected in a similar manner as in experiment Figure 4a) to targeted GC‐MS metabolomic analysis for glycolysis and TCA cycle intermediate assessment. In old macrophages, we show, using hierarchal clustering analysis, an accumulation of glycolytic intermediates and a lack of an increase in the classical TCA intermediates associated with pro‐inflammatory macrophage metabolism (Figure 5a). Interestingly, old (compared to young) pro‐inflammatory macrophages were characterized with a decrease in the TCA intermediate, succinic acid, which has been shown to be a key driver of HIF‐1α‐mediated inflammatory and glycolytic reprogramming (Figure 5b,c). Furthermore, glucose, G3P, and sedoheptulose 7‐phosphate were accumulated in old pro‐inflammatory macrophages suggestive of an impaired glycolysis and enhanced pentose phosphate pathway response (Figure 5b). Together, the targeted metabolomic analysis, in combination with the glycolytic transcript data, supports an age‐related disruption of intermediates that are associated with the glycolysis pathway (Figure 5d). Additionally, in contrast to the classical metabolome seen in the younger cells during muscle recovery, aged pro‐inflammatory macrophages exhibit a blunted succinic acid response inferring an impaired TCA cycle.

**FIGURE 5:**
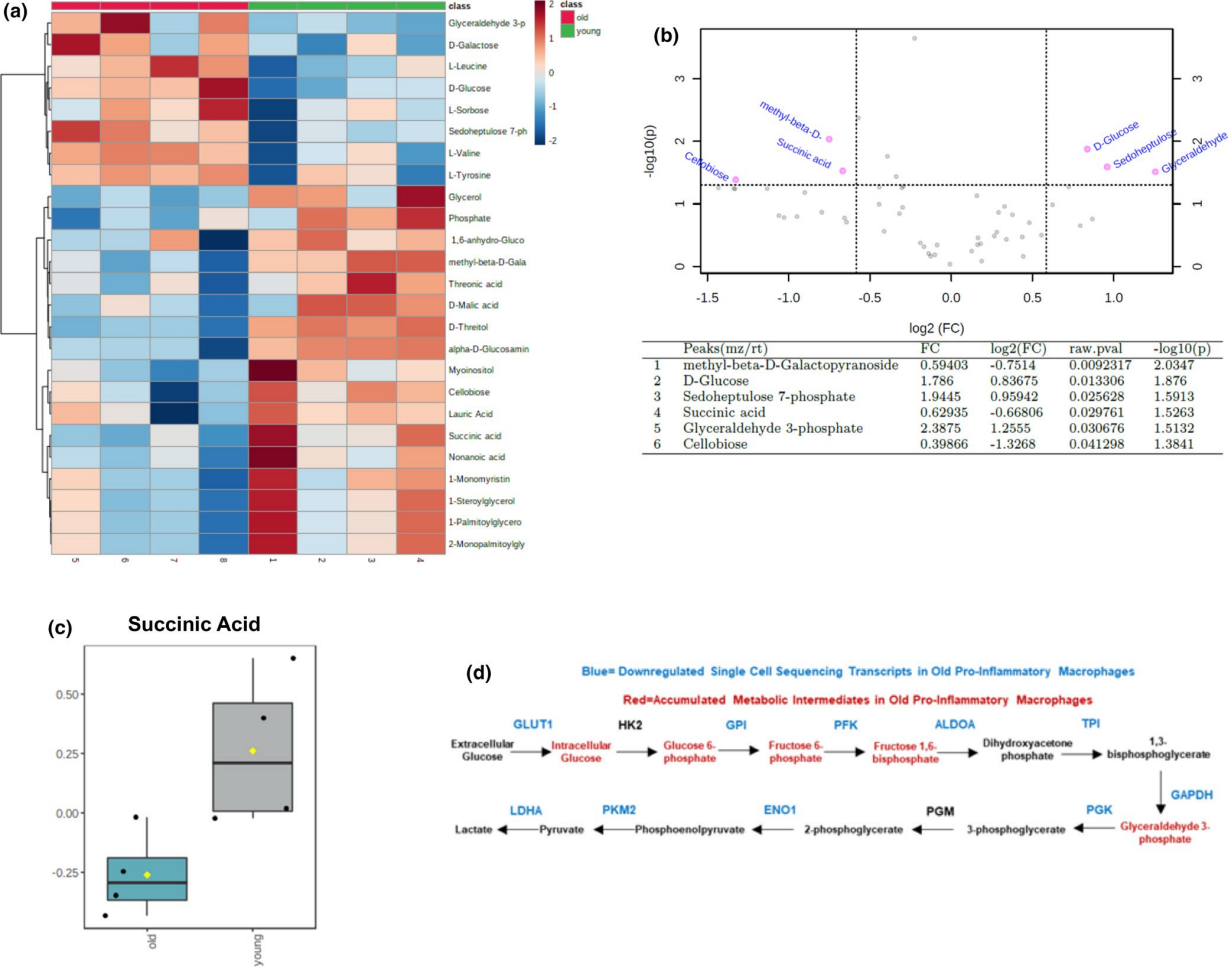
Metabolomic analysis of bone marrow‐derived macrophages following 4 days of reloading reveal a lack of succinate accumulation in aged mice. (a) Hierarchal clustering heatmap visualization of metabolites in young and old bone marrow‐derived pro‐inflammatory macrophages following 4 days of reloading. (b) Volcano plot and table of significant metabolites in young and old pro‐inflammatory bone marrow‐derived macrophages following 4 days of reloading. Dashed line represents fold change cutoff of 1.5 (anything above 1.5 with a *p*‐value of <0.05 was considered significant). (c) Boxplot of succinic acid in young and old pro‐inflammatory bone marrow‐derived macrophages following 4 days of reloading, yellow dot denotes the mean of each group. (d) Summary glycolysis panel highlighting outcomes observed from the metabolomic and single cell sequencing data. Blue text denotes downregulated transcripts as determined by single cell sequencing in old pro‐inflammatory macrophages obtained from soleus muscle. Red text denotes accumulated metabolite intermediates in old pro‐inflammatory macrophages isolated from bone marrow. Heatmap was created using MetaboAnalyst Hierarchal clustering. Volcano plot data and succinic acid boxplot was analyzed using univariate analysis in MetaboAnalyst software. Statistical significance was *p* < 0.05

## 4 DISCUSSION

Recent evidence has highlighted the importance of macrophages in the regrowth of skeletal muscle following disuse atrophy and that macrophage function is tightly coupled to their metabolic phenotype (O'Neill & Artyomov, 2019; Reidy, McKenzie, et al., 2019). We sought to thoroughly characterize isolated muscle macrophages in aged muscle during early recovery from disuse using single cell RNA sequencing and metabolic functional approaches to gain insight in the relationship between macrophage polarization and the metabolic profile. Using single cell transcriptomics, we found that macrophage inflammatory and glycolysis transcripts were dysregulated during early recovery from disuse atrophy in aged muscle. Furthermore, we also report that aged macrophages isolated from bone marrow progenitor cells (compared to young) after 4 days of recovery are characterized with impaired glycolytic metabolism, phagocytosis, and lower succinate levels. Together, these results suggest that the metabolism of aged pro‐inflammatory macrophages is disrupted during the early recovery phase following disuse and this may contribute to the poor regrowth of aged skeletal muscle.

Using 10× Genomics single cell RNA sequencing on young and old leukocytes (CD45+), we observed a clear age discrepancy in the inflammatory profile of infiltrated pro‐inflammatory macrophages during early recovery following disuse atrophy such that aged macrophages had a consistently lower inflammatory status than young. This is contrary to the elevated inflammatory transcriptome present in resident aged pro‐inflammatory macrophages at baseline. When compared to their younger counterparts, these data suggest that the invading macrophages during the reloading phase may have a weak or potentially delayed inflammatory response. It is worth considering that the elevated intrinsic baseline inflammatory transcriptome of old macrophages may alter the sensitivity of these cells to the microenvironment thus impairing the ability to mount a proper immune response during the reloading phase of muscle regrowth. It is also possible that the dysregulated bone marrow‐derived macrophages invading reloaded muscle may be contributing to the dysfunction of the aged muscle microenvironment. Our findings during muscle reloading in aged mice are consistent with others that have observed a lower inflammatory response in macrophages following acute muscle injury in aging and in our previous work showing a reduced macrophage response in the old following disuse atrophy (Chazaud et al., 2009; Reidy, McKenzie, et al., 2019; Tidball & St Pierre, 1996). While we do recognize that reloading does not produce pronounced damage as injury models, aged muscle is quite susceptible to excessive damage following disuse atrophy (Kanazawa et al., 2017). Thus, the data generated above provide valuable insight into the dysregulated inflammatory response during the early reloading process in aged skeletal muscle.

The importance of the pro‐inflammatory response of macrophages during muscle recovery is evident. In the presence of damage, these specialized cells are critical for the secretion of pro‐inflammatory cytokines, chemokines, and enzymes such as cyclooxygenase‐2 (COX‐2) to stimulate myogenic precursor cell function and aide in muscle regrowth and regeneration (Dort et al., 2019; Ho et al., 2017; Palla et al., 2021; Shen et al., 2006). Within hours of a stimuli, neutrophils infiltrate the tissue to mount an immune response which serves to aid in pro‐inflammatory macrophage recruitment (Arnold et al., 2007). Pro‐inflammatory macrophages secrete cytokines such as CCL2, IL‐1β, TNF‐α, and IFN‐γ that, in culture, increase myoblast proliferation (Otis et al., 2014). Macrophage inflammation has been demonstrated to directly contribute to satellite cell activation and drive the skeletal muscle regeneration response (Cantini et al., 1994; Du et al., 2017). Myeloid depletion studies following injury document reduced phagocytosis capacity, proliferation of satellite cells, and the seeding of new myofibers (Segawa et al., 2008). However, in the current study, it is important to acknowledge that only one early time point was examined during recovery and the macrophage inflammatory response observed in these old mouse macrophages could also be delayed or have a lower polarization rate. Regardless, interruption in the timing or polarization of macrophage states severely compromises muscle recovery and myogenic cell function (Tidball & Wehling‐Henricks, 2007) clearly emphasizing that proper macrophage phenotype transition and function over the time course of regrowth from disuse is critical for optimal resolution of skeletal muscle. Together, these data suggest that pro‐inflammatory macrophages in aged skeletal muscle exhibit a dysregulated inflammatory transcriptome possibly related to impaired muscle regrowth following disuse atrophy.

Macrophage function and inflammatory status is reliant on metabolic reprogramming (Freemerman et al., 2014; Yoon et al., 2018). In the current study, we demonstrated that aged muscle pro‐inflammatory macrophages were characterized with lower expression of transcripts related to glycolysis and HIF‐1α during early recovery. Furthermore, we also determined that glycolysis and phagocytosis function were reduced in pro‐inflammatory macrophages derived from bone marrow progenitor cells of aged mice during recovery from disuse. Classically activated pro‐inflammatory macrophages rely mainly on glycolysis, pentose phosphate pathway, and lipid synthesis (Viola et al., 2019). Additionally, pro‐inflammatory macrophages are characterized with two breaks in the TCA cycle that result in the accumulation of itaconate and succinate (O'Neill, 2015). The pro‐inflammatory transcription factor, NF‐κB, and succinate prevent the degradation of HIF‐1α thereby allowing transcriptional upregulation of glycolytic and inflammatory genes (Cramer et al., 2003). Loss of HIF‐1α in myeloid cells impairs macrophage inflammation and skeletal muscle regeneration in a rodent model of acute muscle injury (Yang et al., 2017). Furthermore, in another study, COX‐2 was reduced in myeloid deficient HIF‐1α muscle suggesting that HIF‐1α is essential for macrophage‐mediated inflammation (Cramer et al., 2003). Finally, HIF‐1α promotes the conversion of pyruvate to lactate by controlling the expression of lactate dehydrogenase and pyruvate dehydrogenase kinase thereby limiting pyruvate from entering the Krebs cycle (Juban & Chazaud, 2017; Thapa & Lee, 2019). Together, these results support that the impairment of glycolysis in aged pro‐inflammatory muscle macrophages may be mediated in part by reduced HIF‐1α transcriptional activity, but this remains to be determined.

Another important finding was that succinate was elevated in young pro‐inflammatory macrophages but not aged pro‐inflammatory macrophages during recovery from disuse. The reprogramming of pro‐inflammatory macrophages to adopt a glycolytic function is dependent on the accumulation of succinate (Diskin & Palsson‐McDermott, 2018). Succinate has been recognized as not only a metabolic intermediate but also an important signaling molecule that regulates inflammatory status in macrophages (Mills et al., 2016). For example, LPS stimulation of pro‐inflammatory macrophages induced succinate accumulation, HIF‐1α protein expression, and increased inflammation mediated through IL‐1β (Tannahill et al., 2013). Furthermore, in the current data set, aged pro‐inflammatory macrophages isolated from muscle also were characterized with a disrupted oxidative phosphorylation transcriptional profile suggesting that an impaired succinate response in old macrophages during recovery may be due to mitochondrial dysfunction upon activation of the pro‐inflammatory state. This is consistent with a recent muscle recovery study in which whole muscle from aged mice was described by mitochondrial dysfunction and reduced TCA intermediates (Zhang et al., 2018). While we recognize that caution should be used when comparing macrophages derived from bone marrow progenitors (metabolic experiments) and muscle tissue macrophages (single cell transcriptomics), it is well recognized that the majority of macrophages during regeneration or regrowth are a consequence of invasion that most likely originate from bone marrow (Sun et al., 2009). We also recognize that the metabolomic data produced a diverse metabolic phenotype especially in the young which is most likely a consequence of the dynamic macrophage response and the difficulty of capturing the full metabolomic phenotype in culture. Further experimentation will be required to provide mechanistic insight as to why aged macrophages fail to accumulate succinate and a robust metabolomic profile during early muscle recovery.

In summary, this unique data set using 10× single cell RNA sequencing and metabolic and functional analysis demonstrate that aging disrupts the classical skeletal muscle pro‐inflammatory macrophage glycolytic phenotype and function during early recovery following disuse. Interestingly, aged pro‐inflammatory macrophages from skeletal muscle exhibited a lower inflammatory and glycolytic transcriptome that coincided with an impaired HIF‐1α transcriptional response. Glycolytic function and phagocytosis of aged pro‐inflammatory bone marrow‐derived macrophages during early recovery were also reduced. Metabolomic analysis confirmed an age‐specific impairment of flux through the glycolytic pathway and a dysfunctional TCA cycle marked by a lack of succinate accumulation. Overall, the evidence of reduced succinate, lower HIF‐1α transcription, and suppressed glycolysis suggest that aging dysregulates the metabolic reprogramming of skeletal muscle pro‐inflammatory macrophages during the early recovery phase following disuse (Graphical Abstract).

## CONFLICT OF INTEREST

None declared.

## AUTHOR CONTRIBUTIONS

M.J.D and R.M.O designed the research; D.K.F performed the research; D.K.F and A.E. conducted data analyses. D.K.F., J.J.P., A.I.M., and Z.S.M. contributed to data collection; D.K.F. and M.J.D. wrote the manuscript. All authors contributed to editing the manuscript.

## Supporting information

Fig S1 Click here for additional data file.

Fig S2 Click here for additional data file.

Fig S3 Click here for additional data file.

Fig S4 Click here for additional data file.

## Data Availability

The data from this study are available from the corresponding author upon reasonable request.

## References

[acel13448-bib-0001] Arnold, L., Henry, A., Poron, F., Baba‐Amer, Y., van Rooijen, N., Plonquet, A., Gherardi, R. K., & Chazaud, B. (2007). Inflammatory monocytes recruited after skeletal muscle injury switch into antiinflammatory macrophages to support myogenesis. Journal of Experimental Medicine, 204(5), 1057–1069. 10.1084/jem.20070075 PMC211857717485518

[acel13448-bib-0002] Cantini, M., Massimino, M. L., Bruson, A., Catani, C., Dallalibera, L., & Carraro, U. (1994). Macrophages regulate proliferation and differentiation of satellite cells. Biochemical and Biophysical Research Communications, 202(3), 1688–1696. 10.1006/bbrc.1994.2129 8060358

[acel13448-bib-0003] Chazaud, B. (2020). Inflammation and skeletal muscle regeneration: Leave it to the macrophages! Trends in Immunology, 41(6), 481–492. 10.1016/j.it.2020.04.006 32362490

[acel13448-bib-0004] Chazaud, B., Brigitte, M., Yacoub‐Youssef, H., Arnold, L., Gherardi, R., Sonnet, C., Lafuste, P., & Chretien, F. (2009). Dual and beneficial roles of macrophages during skeletal muscle regeneration. Exercise and Sport Sciences Reviews, 37(1), 18–22. 10.1097/JES.0b013e318190ebdb 19098520

[acel13448-bib-0005] Cramer, T., Yamanishi, Y., Clausen, B. E., Forster, I., Pawlinski, R., Mackman, N., & Johnson, R. S. (2003). HIF‐1alpha is essential for myeloid cell‐mediated inflammation. Cell, 112(5), 645–657. 10.1016/s0092-8674(03)00154-5 12628185PMC4480774

[acel13448-bib-0006] Cui, C. Y., Driscoll, R. K., Piao, Y. L., Chia, C. W., Gorospe, M., & Ferrucci, L. (2019). Skewed macrophage polarization in aging skeletal muscle. Aging Cell, 18(6), e13032. 10.1111/acel.13032 31478346PMC6826159

[acel13448-bib-0007] Diskin, C., & Palsson‐McDermott, E. M. (2018). Metabolic modulation in macrophage effector function. Frontiers in Immunology, 9, 270. 10.3389/fimmu.2018.00270 29520272PMC5827535

[acel13448-bib-0008] Dort, J., Fabre, P., Molina, T., & Dumont, N. A. (2019). Macrophages are key regulators of stem cells during skeletal muscle regeneration and diseases. Stem Cells International, 2019, 4761427. 10.1155/2019/4761427 31396285PMC6664695

[acel13448-bib-0009] Du, H., Shih, C.‐H., Wosczyna, M. N., Mueller, A. A., Cho, J., Aggarwal, A., Rando, T. A., & Feldman, B. J. (2017). Macrophage‐released ADAMTS1 promotes muscle stem cell activation. Nature Communications, 8, 669. 10.1038/s41467-017-00522-7 PMC561026728939843

[acel13448-bib-0010] Duchesne, E., Dufresne, S. S., & Dumont, N. A. (2017). Impact of inflammation and anti‐inflammatory modalities on skeletal muscle healing: From fundamental research to the clinic. Physical Therapy, 97(8), 807–817. 10.1093/ptj/pzx056 28789470

[acel13448-bib-0011] Ekiz, H. A., Conley, C. J., Stephens, W. Z., & O'Connell, R. M. (2020). CIPR: A web‐based R/shiny app and R package to annotate cell clusters in single cell RNA sequencing experiments. BMC Bioinformatics, 21(1), 191. 10.1186/s12859-020-3538-2 32414321PMC7227235

[acel13448-bib-0012] Ekiz, H. A., Huffaker, T. B., Grossmann, A. H., Stephens, W. Z., Williams, M. A., Round, J. L., & O'Connell, R. M. (2019). MicroRNA‐155 coordinates the immunological landscape within murine melanoma and correlates with immunity in human cancers. JCI Insight, 4(6), e126543. 10.1172/jci.insight.126543 PMC648299530721153

[acel13448-bib-0013] Freemerman, A. J., Johnson, A. R., Sacks, G. N., Milner, J. J., Kirk, E. L., Troester, M. A., Macintyre, A. N., Goraksha‐Hicks, P., Rathmell, J. C., & Makowski, L. (2014). Metabolic reprogramming of macrophages: Glucose transporter 1 (GLUT1)‐mediated glucose metabolism drives a proinflammatory phenotype. Journal of Biological Chemistry, 289(11), 7884–7896. 10.1074/jbc.M113.522037 PMC395329924492615

[acel13448-bib-0014] Grounds, M. D. (1987). Phagocytosis of necrotic muscle in muscle isografts is influenced by the strain, age, and sex of host mice. Journal of Pathology, 153(1), 71–82. 10.1002/path.1711530110 3668737

[acel13448-bib-0015] Ho, A. T. V., Palla, A. R., Blake, M. R., Yucel, N. D., Wang, Y. X., Magnusson, K. E. G., Holbrook, C. A., Kraft, P. E., Delp, S. L., & Blau, H. M. (2017). Prostaglandin E2 is essential for efficacious skeletal muscle stem‐cell function, augmenting regeneration and strength. Proceedings of the National Academy of Sciences of the United States of America, 114(26), 6675–6684. 10.1073/pnas.1705420114 28607093PMC5495271

[acel13448-bib-0016] Jing, C., Castro‐Dopico, T., Richoz, N., Tuong, Z. K., Ferdinand, J. R., Lok, L. S. C., Loudon, K. W., Banham, G. D., Mathews, R. J., Cader, Z., Fitzpatrick, S., Bashant, K. R., Kaplan, M. J., Kaser, A., Johnson, R. S., Murphy, M. P., Siegel, R. M., & Clatworthy, M. R. (2020). Macrophage metabolic reprogramming presents a therapeutic target in lupus nephritis. Proceedings of the National Academy of Sciences of the United States of America, 117(26), 15160–15171. 10.1073/pnas.2000943117 32541026PMC7334513

[acel13448-bib-0017] Juban, G., & Chazaud, B. (2017). Metabolic regulation of macrophages during tissue repair: Insights from skeletal muscle regeneration. FEBS Letters, 591(19), 3007–3021. 10.1002/1873-3468.12703 28555751

[acel13448-bib-0018] Kanazawa, Y., Ikegami, K., Sujino, M., Koinuma, S., Nagano, M., Oi, Y., Onishi, T., Sugiyo, S., Takeda, I., Kaji, H., & Shigeyoshi, Y. (2017). Effects of aging on basement membrane of the soleus muscle during recovery following disuse atrophy in rats. Experimental Gerontology, 98, 153–161. 10.1016/j.exger.2017.08.014 28803135

[acel13448-bib-0019] Mills, E. L., Kelly, B., Logan, A., Costa, A. S. H., Varma, M., Bryant, C. E., Tourlomousis, P., Däbritz, J. H. M., Gottlieb, E., Latorre, I., Corr, S. C., McManus, G., Ryan, D., Jacobs, H. T., Szibor, M., Xavier, R. J., Braun, T., Frezza, C., Murphy, M. P., & O'Neill, L. A. (2016). Succinate dehydrogenase supports metabolic repurposing of mitochondria to drive inflammatory macrophages. Cell, 167(2), 457–470.e413. 10.1016/j.cell.2016.08.064 27667687PMC5863951

[acel13448-bib-0020] Mookerjee, S. A., Nicholls, D. G., & Brand, M. D. (2016). Determining maximum glycolytic capacity using extracellular flux measurements. PLoS One, 11(3), e0152016. 10.1371/journal.pone.0152016 27031845PMC4816457

[acel13448-bib-0021] Mounier, R., Theret, M., Arnold, L., Cuvellier, S., Bultot, L., Goransson, O., & Chazaud, B. (2013). AMPKalpha1 regulates macrophage skewing at the time of resolution of inflammation during skeletal muscle regeneration. Cell Metabolism, 18(2), 251–264. 10.1016/j.cmet.2013.06.017 23931756

[acel13448-bib-0022] O'Connell, R. M., Rao, D. S., Chaudhuri, A. A., Boldin, M. P., Taganov, K. D., Nicoll, J., Paquette, R. L., & Baltimore, D. (2008). Sustained expression of microRNA‐155 in hematopoietic stem cells causes a myeloproliferative disorder. Journal of Experimental Medicine, 205(3), 585–594. 10.1084/jem.20072108 PMC227538218299402

[acel13448-bib-0023] O'Neill, L. A. (2015). A broken krebs cycle in macrophages. Immunity, 42(3), 393–394. 10.1016/j.immuni.2015.02.017 25786167

[acel13448-bib-0024] O'Neill, L. A. J., & Artyomov, M. N. (2019). Itaconate: The poster child of metabolic reprogramming in macrophage function. Nature Reviews Immunology, 19(5), 273–281. 10.1038/s41577-019-0128-5 30705422

[acel13448-bib-0025] Orecchioni, M., Ghosheh, Y., Pramod, A. B., & Ley, K. (2019). Macrophage polarization: Different gene signatures in M1(LPS+) vs. classically and M2(LPS−) vs. alternatively activated macrophages. Frontiers in Immunology, 10, 1084. 10.3389/fimmu.2019.01084 31178859PMC6543837

[acel13448-bib-0026] Otis, J. S., Niccoli, S., Hawdon, N., Sarvas, J. L., Frye, M. A., Chicco, A. J., & Lees, S. J. (2014). Pro‐inflammatory mediation of myoblast proliferation. PLoS One, 9(3), e92363. 10.1371/journal.pone.0092363 24647690PMC3960233

[acel13448-bib-0027] Palla, A. R., Ravichandran, M., Wang, Y. X., Alexandrova, L., Yang, A. V., Kraft, P., Holbrook, C. A., Schürch, C. M., Ho, A. T. V., & Blau, H. M. (2021). Inhibition of prostaglandin‐degrading enzyme 15‐PGDH rejuvenates aged muscle mass and strength. Science, 371(6528), eabc8059. 10.1126/science.abc8059 33303683PMC7938328

[acel13448-bib-0028] Pavlou, S., Lindsay, J., Ingram, R., Xu, H., & Chen, M. (2018). Sustained high glucose exposure sensitizes macrophage responses to cytokine stimuli but reduces their phagocytic activity. BMC Immunology, 19(1), 24. 10.1186/s12865-018-0261-0 29996768PMC6042333

[acel13448-bib-0029] Reidy, P. T., Dupont‐Versteegden, E. E., & Drummond, M. J. (2019). Macrophage regulation of muscle regrowth from disuse in aging. Exercise and Sport Sciences Reviews, 47(4), 246–250. 10.1249/JES.0000000000000201 31525165PMC9236178

[acel13448-bib-0030] Reidy, P. T., McKenzie, A. I., Mahmassani, Z. S., Petrocelli, J. J., Nelson, D. B., Lindsay, C. C., Gardner, J. E., Morrow, V. R., Keefe, A. C., Huffaker, T. B., Stoddard, G. J., Kardon, G., O'Connell, R. M., & Drummond, M. J. (2019). Aging impairs mouse skeletal muscle macrophage polarization and muscle‐specific abundance during recovery from disuse. American Journal of Physiology‐Endocrinology and Metabolism, 317(1), E85–E98. 10.1152/ajpendo.00422.2018 30964703PMC6689737

[acel13448-bib-0031] Segawa, M., Fukada, S., Yamamoto, Y., Yahagi, H., Kanematsu, M., Sato, M., Ito, T., Uezumi, A., Hayashi, S., & Miyagoesuzuki, Y. (2008). Suppression of macrophage functions impairs skeletal muscle regeneration with severe fibrosis. Experimental Cell Research, 314(17), 3232–3244. 10.1016/j.yexcr.2008.08.008 18775697

[acel13448-bib-0032] Shen, W., Prisk, V., Li, Y., Foster, W., & Huard, J. (2006). Inhibited skeletal muscle healing in cyclooxygenase‐2 gene‐deficient mice: The role of PGE2 and PGF2alpha. Journal of Applied Physiology, 101(4), 1215–1221. 10.1152/japplphysiol.01331.2005 16778000

[acel13448-bib-0033] Sikkema, A. H., Stoffels, J. M. J., Wang, P., Basedow, F. J., Bulsink, R., Bajramovic, J. J., & Baron, W. (2018). Fibronectin aggregates promote features of a classically and alternatively activated phenotype in macrophages. Journal of Neuroinflammation, 15(1), 218. 10.1186/s12974-018-1238-x 30071854PMC6091019

[acel13448-bib-0034] Sun, D., Martinez, C. O., Ochoa, O., Ruiz‐Willhite, L., Bonilla, J. R., Centonze, V. E., Waite, L. L., Michalek, J. E., McManus, L. M., & Shireman, P. K. (2009). Bone marrow‐derived cell regulation of skeletal muscle regeneration. The FASEB Journal, 23(2), 382–395. 10.1096/fj.07-095901 18827026PMC2630778

[acel13448-bib-0035] Tannahill, G. M., Curtis, A. M., Adamik, J., Palsson‐McDermott, E. M., McGettrick, A. F., Goel, G., & O'Neill, L. A. (2013). Succinate is an inflammatory signal that induces IL‐1beta through HIF‐1alpha. Nature, 496(7444), 238–242. 10.1038/nature11986 23535595PMC4031686

[acel13448-bib-0036] Thapa, B., & Lee, K. (2019). Metabolic influence on macrophage polarization and pathogenesis. BMB Reports, 52(6), 360–372. 10.5483/BMBRep.2019.52.6.140 31186085PMC6605523

[acel13448-bib-0037] Tidball, J. G., & St Pierre, B. A. (1996). Apoptosis of macrophages during the resulution of muscle inflammation. Journal of Leukocyte Biology, 59(3), 380–388. 10.1002/jlb.59.3.380 8604016

[acel13448-bib-0038] Tidball, J. G., & Wehling‐Henricks, M. (2007). Macrophages promote muscle membrane repair and muscle fibre growth and regeneration during modified muscle loading in mice in vivo. Journal of Physiology, 578(Pt 1), 327–336. 10.1113/jphysiol.2006.118265 PMC207512717038433

[acel13448-bib-0039] Van den Bossche, J., Baardman, J., Otto, N. A., van der Velden, S., Neele, A. E., van den Berg, S. M., Luque‐Martin, R., Chen, H.‐J., Boshuizen, M. C. S., Ahmed, M., Hoeksema, M. A., de Vos, A. F. , & de Winther, M. P. J. (2016). Mitochondrial dysfunction prevents repolarization of inflammatory macrophages. Cell Reports, 17(3), 684–696. 10.1016/j.celrep.2016.09.008 27732846

[acel13448-bib-0040] Viola, A., Munari, F., Sanchez‐Rodriguez, R., Scolaro, T., & Castegna, A. (2019). The metabolic signature of macrophage responses. Frontiers in Immunology, 10, 1462. 10.3389/fimmu.2019.01462 31333642PMC6618143

[acel13448-bib-0041] Wang, Y., Wehling‐Henricks, M., Samengo, G., & Tidball, J. G. (2015). Increases of M2a macrophages and fibrosis in aging muscle are influenced by bone marrow aging and negatively regulated by muscle‐derived nitric oxide. Aging Cell, 14(4), 678–688. 10.1111/acel.12350 26009878PMC4531081

[acel13448-bib-0042] Wang, Y., Wehling‐Henricks, M., Welc, S. S., Fisher, A. L., Zuo, Q., & Tidball, J. G. (2019). Aging of the immune system causes reductions in muscle stem cell populations, promotes their shift to a fibrogenic phenotype, and modulates sarcopenia. The FASEB Journal, 33(1), 1415–1427. 10.1096/fj.201800973R 30130434PMC6355087

[acel13448-bib-0043] Yang, X., Yang, S., Wang, C., & Kuang, S. (2017). The hypoxia‐inducible factors HIF1alpha and HIF2alpha are dispensable for embryonic muscle development but essential for postnatal muscle regeneration. Journal of Biological Chemistry, 292(14), 5981–5991. 10.1074/jbc.M116.756312 PMC539258828232488

[acel13448-bib-0044] Yoon, B. R., Oh, Y. J., Kang, S. W., Lee, E. B., & Lee, W. W. (2018). Role of SLC7A5 in metabolic reprogramming of human monocyte/macrophage immune responses. Frontiers in Immunology, 9, 53. 10.3389/fimmu.2018.00053 29422900PMC5788887

[acel13448-bib-0045] Zhang, X., Trevino, M. B., Wang, M., Gardell, S. J., Ayala, J. E., Han, X., Kelly, D. P., Goodpaster, B. H., Vega, R. B., & Coen, P. M. (2018). Impaired mitochondrial energetics characterize poor early recovery of muscle mass following hind limb unloading in old mice. Journals of Gerontology. Series A, Biological Sciences and Medical Sciences, 73(10), 1313–1322. 10.1093/gerona/gly051 PMC613211529562317

How the deposited data were processed for this re-analysis (not part of the article)

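Single cells of 6 pooled soleus samples were analysed, 1 library for each of young and old control, HU and 4-day reload, from CD45+ DAPI− sorted cells on the 10x Genomics Chromium platform. The counts are UMIs per gene and barcode that the authors made with Cell Ranger 3.1.0 on mm10, as deposited. They are whole numbers that had not been scaled. The lowest barcode had at least 500 UMIs. A reference of GENCODE vM21 matched 99.62% of the gene identifiers and gave the coordinates, which are 1-based.

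Cells were kept with at most 10% mitochondrial UMIs and at least 200 genes, and doublets were scored with scrublet in scanpy 1.11.5 and marked at 0.8% per 1000 barcodes, 340 in all, of which 300 were removed here and the others had not passed the filters. Clustering used Seurat 5.3.0 in R 4.3.3 on 2000 variable genes and 30 principal components at a resolution of 0.8. A cluster was named when at least 3 markers of 1 of 19 cell types were detected in at least 25% of its cells and 1.5-fold above other cells, and no other type had more. The type tried was the one with most markers among the leading genes, and one of the 5 macrophage-like clusters, led by interferon-stimulated genes such as Ifit2 and Rsad2, had 0 there but 8 detected macrophage markers. Leading genes were the top 10 by fold, with 5 added to each CPM value, among genes in at least 10% of cells. Thresholds for naming were set after the clusters were seen. Macrophage-like clusters are called macrophages.

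The number of macrophages and their UMIs set the precision. There were 403 macrophages with 2684034 UMIs in young control (exact 95% Poisson interval 2680823.9 to 2687247.0) and 318 with 1903966 in old control, 556 with 1780041 in young HU and 549 with 2298508 in old HU, and 1536 with 12537949 in young reload and 1224 with 8578596 in old reload. Genes were summed over these cells and divided by their total. With 1 library per condition there is no replicate and no test within a treatment or an age, and cells were not used as replicates. Age across the 3 treatments, with treatment as a block, and reload against HU across both ages, with age as a block, were tested on the 6 sums with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and lists with fry. These fits leave 2 residual degrees of freedom and take an age difference as the same in every treatment. They were added after the results were seen. Intervals are exact for Poisson counts, shares have exact binomial intervals, and list medians have ranges from 1000 redraws. They cover counting error only. A gene at 0 in 1 library was set to 3 counts, which gives a bound. On simulated data with known changes, 95.6% of the reload intervals held the true value, and the largest error of a list median was 0.0495 at reload and 0.0978 in control.

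There were 28 gene lists, of which 5 came from the study's figures and text and the others were written by hand. They stand in for the Hallmark sets, and normalized enrichment scores were not computed. Random lists were matched on expression in 20 bins. Genes are named in the text if the paper names them, if they are among the 10 largest ratios each way at reload or 5 each way in other comparisons with at least 200 UMIs, or if they are the 4 members of a list with most UMIs or its extremes each way. Some genes that this rule names are not reported here. Comparisons were old with young within each treatment, and reload with HU within each age.

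Other settings were limits of 5% and 20% mitochondrial UMIs, 1000 genes per cell, no doublet removal, resolutions of 0.4 and 1.6, another clustering seed, a gate on each cell and adding monocyte-like clusters. The gate asked for at least 3 of 10 macrophage genes and no UMI of 5 genes of other cells. Scaling was also done with TMM factors from edgeR 4.0.16, without depth scaling, with cells of at least 2000 UMIs thinned to 2000 and the others left out, with every cell weighted equally at 10000 UMIs, without mitochondrial, ribosomal and haemoglobin genes in the total, and with SCTransform (sctransform 0.4.2). Macrophage clusters with at least 50 cells in both libraries were also weighted equally, and lists were measured with minimums of 1 and 100 UMIs. Between ages at reload, 3 clusters were used: the one led by Il10 and Apoe, the one with few UMIs and the interferon-stimulated one. The clusters of resident type were left out there, so equal weights do not cover them. Between ages after HU they were the Lyve1 and Vsig4 cluster, the Cd209f cluster and the one with few UMIs. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. Cultured macrophages, metabolomics, respiration, phagocytosis and muscle weights were not analysed here.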

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

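The lists without figure transcripts, the tests of the dissociation genes, of neutrophil RNA and of the other cell classes after HU, and the rule that picked the lists of the last paragraph, were chosen after the results were seen. Whether an age difference changes between treatments was not tested, because that fit leaves 0 residual degrees of freedom among the 6 libraries.

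The transcripts drawn in Figures 2b and 3 were lower in old macrophages at 4-day reload, with 23 of 25 below 0. Unequal depth is argued against, since the median over the 25 was still -0.37 on CPM. A different response to dissociation is argued against by the dissociation genes, whose median was 0.064. The mix of macrophage clusters cannot be told apart from a difference within cells, since equal weights left a median of -0.27, between the limits set for either outcome. Age stays an open explanation that 1 treatment alone cannot test.

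The glycolysis list was lower in old macrophages at 4-day reload. Its 12 transcripts of Figure 3 had a median of -0.55 and the other 19 genes one of -0.051. The study drew the figure from these samples, so this split cannot show that the shift is confined to its transcripts. The mix of clusters is argued against for the 3 clusters compared, which leave out those of resident type, since equal weights gave -0.40. A difference between the libraries shared by every cell type cannot be told apart from one of macrophages, since the class with the highest median, dendritic cell-like cells, stood at -0.13. Age, of macrophages or of all sorted cells, stays open, since 1 treatment alone cannot test it.

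The inflammatory list was higher in old macrophages after HU. RNA from neutrophils is argued against, since taking it off at the level that S100a8 and S100a9 allow, at most 0.170% of UMIs, left a median of 1.06. A difference between the libraries shared by every cell type cannot be told apart from one of macrophages, since the list was higher in all 5 other classes compared, with neutrophil-like cells lowest at 0.25, where all genes had a median of 0.21. The mix of clusters is a candidate explanation, since equal weights lowered the median to 0.30. A stronger response to dissociation in old HU is another, since the dissociation genes had a median of 0.58, but that list shares 0 genes with the inflammatory list and stood at -0.10 under equal weights. Age stays open, with 1 old and 1 young library after HU.

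Some lists went opposite ways in different treatments. The 12 transcripts of Figure 2b had medians of -0.23 at reload, 0.23 in control and 0.35 after HU (-0.056 with clusters weighted equally). Anti-inflammatory genes were at 0.39 at reload (0.12 with clusters weighted equally), 0.66 in control (-0.32 with monocyte-like clusters added) and -0.34 after HU. Genes induced by HIF-1 were at -0.34 at reload, -0.16 in control (0.0026 with the per-cell gate) and 0.27 after HU (-0.043 with clusters weighted equally). Respiratory genes of the mitochondrial genome were at 0.10 at reload, 0.27 in control and -0.34 after HU. Cell cycle genes were at 0.25 at reload, -0.24 in control and 0.40 after HU. With SCTransform corrected counts, Figure 2b transcripts were at -0.077 in control, cell cycle genes at -0.072 and mitochondrial genome genes at -0.24 at reload. All genes then had medians of -0.16 in control and -0.32 at reload. Without depth scaling, mitochondrial genome genes were at -0.12 at reload and 0.049 after HU, and anti-inflammatory genes at 0.051 after HU. All genes then had medians of -0.24 at reload and 0.23 after HU.

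Of 8 lists picked apart from the inflammatory response, TNF, IL6 and metabolic lists, the one farthest from 0 was the anti-inflammatory list at reload, at 0.39, the interferon list in control, at 0.89, and the matrix and growth factor list after HU, at 0.92. The others were MHC class II, lysosome and lipid, phagocytosis, iron handling and cell cycle genes. The paper itself names an interferon pathway at reload and anti-inflammatory markers. Lists outside these 8 lay farther from 0, such as TNF genes after HU at 1.37 and neutrophil transcripts in control at 1.62.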

How the results depend on the processing

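The settings were chosen before the data were examined, apart from another clustering seed and the thresholds for naming clusters, chosen after. Values are log2 ratios or list medians, and for shares percentage points. Over the 11 main results, 134 alternative values stayed within the counting interval and 50 moved beyond it with the same sign or from a value within counting error of 0, and 1 reversed. Over 232 other results with 3800 alternative values, 2437 stayed, 1278 moved and 85 were counted as reversed. The 85 leave out sign changes given above for Ccl8, Cxcl2, Tnf, Ccl3, Nfkbia, B2m and Ifitm3 between ages at reload. They also leave out those of Gapdh in control and of Ccl6, between ages after HU and between reload and HU in young. This count of reversals is therefore too low. Which lists and genes the 232 results cover was narrowed after reversals were seen and then extended. The extension did not bring in the reversals of every gene named in the text. Over every list and gene of the naming rule, 890 results with 14472 alternative values, 9584 stayed, 4599 moved and 289 reversed. Age across the 3 treatments, with treatment as a block, had 0 of 9190 genes at an adjusted p under 0.05 in edgeR's quasi-likelihood test and 415 at an unadjusted p under 0.05, and fry's adjusted p was 0.408 for the inflammatory list, 0.751 for glycolysis and 0.823 for oxidative phosphorylation. Reload against HU, with age as a block, had 563 genes higher and 591 lower at an adjusted p under 0.05 in that test, with 30 of 85 inflammatory genes past it (44 adjusted over the list alone) and a fry adjusted p of 0.234 for the list. These fits were chosen after seeing the data. The glycolysis list at reload stayed below 0 in 18 of 18 settings, from -0.67 to -0.26, and without the Figure 3 transcripts it was -0.051, a test chosen after the result was seen. Also below 0 were Slc2a1 in 16 of 16, from -1.14 to -0.72, and Hif1a in 16 of 16, from -0.83 to -0.30. The inflammatory list after HU stayed above 0 in 18 of 18, from 0.30 to 1.50. At reload it was below 0 in 16 of 18, from -0.40 to 0.015, and the oxidative phosphorylation list in 11 of 18, from -0.41 to 0.056. Their main medians of -0.03 and -0.0013 lay close to that of all genes, at -0.02. A value below 0 is therefore not always one below all genes. In control the inflammatory list was above 0 in 17 of 18 and glycolysis below 0 in 14 of 18. Between reload and HU the inflammatory list stayed above 0 in both ages in 18 of 18. Settings without depth scaling and with SCTransform shift the median of all genes, and elsewhere the cause was not tested. Weighting clusters equally rests on 1 cluster between reload and HU in young, the one with few UMIs.

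With a limit of 5% mitochondrial UMIs, the value was -9.73 for the difference in macrophage share. With a limit of 5% mitochondrial UMIs, the value between ages in control was -0.015 for oxidative phosphorylation genes. With a limit of 20% mitochondrial UMIs, the value was -6.38 for the difference in macrophage share. With a limit of 20% mitochondrial UMIs, the values between ages in control were -0.018 for oxidative phosphorylation genes, -1.27 for Hbb-bs, -0.65 for Hba-a1 and -2.73 for Hba-a2. With at least 1000 genes per cell, the value was -8.09 for the difference in macrophage share. With at least 1000 genes per cell, the values between ages in control were -3.29 for Hbb-bs, -1.95 for Hba-a1 and -2.29 for Hba-a2. With a clustering resolution of 1.6, the value was -7.36 for the difference in macrophage share. With a clustering resolution of 1.6, the values between ages in control were -0.10 for glycolysis genes, -0.0078 for oxidative phosphorylation genes, -1.46 for Hbb-bs, -0.46 for Hba-a1 and -2.70 for Hba-a2. With another clustering seed, the value was -7.65 for the difference in macrophage share. With another clustering seed, the values between ages in control were -0.00020 for oxidative phosphorylation genes, -1.47 for Hbb-bs, -0.73 for Hba-a1 and -2.71 for Hba-a2. With the per-cell macrophage gate, the value was -2.65 for the difference in macrophage share. With the per-cell macrophage gate, the values between ages at reload were -0.12 for inflammatory genes, 0.056 for oxidative phosphorylation genes, -0.0058 for the pro-inflammatory panel, -0.031 for TNF genes, -0.026 for MHC class II genes and 0.10 for Hp. With the per-cell macrophage gate, the value between reload and HU in old was 0.54 for inflammatory genes. With the per-cell macrophage gate, the values between ages in control were 0.21 for glycolysis genes, 0.27 for the Figure 3 transcripts, 0.0026 for HIF-1 genes, -5.04 for Hbb-bt, -6.63 for Hbb-bs, -6.45 for Hba-a1 and -6.73 for Hba-a2. With the per-cell macrophage gate, the values between ages in control were -0.23 for Il1b and -0.38 for Retnla. With the per-cell macrophage gate, the value between ages after HU was -0.33 for Retnla. With macrophage-like and monocyte-like clusters together, the value was -5.74 for the difference in macrophage share. With macrophage-like and monocyte-like clusters together, the values between ages in control were 0.086 for inflammatory genes, 0.32 for glycolysis genes, 0.38 for the Figure 3 transcripts, -0.32 for anti-inflammatory genes, -0.053 for Ccl2, -0.41 for Retnla and -0.33 for Selenop. With macrophage-like and monocyte-like clusters together, the value between reload and HU in old was 0.47 for inflammatory genes. With macrophage-like and monocyte-like clusters together, the values between ages at reload were 0.038 for oxidative phosphorylation genes, -0.013 for the pro-inflammatory panel, -0.040 for MHC class II genes, 0.29 for Hp, 0.016 for Mcemp1 and 0.0020 for Taldo1. With no depth scaling, the values between ages at reload were -0.25 for inflammatory genes, -0.59 for glycolysis genes, -0.22 for oxidative phosphorylation genes, -0.57 for Hif1a, -1.01 for Slc2a1, -0.15 for the pro-inflammatory panel and -0.14 for TNF genes. With no depth scaling, the values between ages at reload were -0.10 for interferon genes, -0.16 for dissociation genes, -0.12 for mitochondrial genome genes and -0.14 for MHC class II genes. With no depth scaling, the values between ages in control were 0.056 for inflammatory genes, -0.20 for glycolysis genes and -0.12 for oxidative phosphorylation genes. With no depth scaling, the values between ages after HU were 1.50 for inflammatory genes, 0.051 for anti-inflammatory genes, 0.13 for glycolysis genes, 0.12 for pentose phosphate genes, 0.17 for oxidative phosphorylation genes and 0.049 for mitochondrial genome genes. With no depth scaling, the value between reload and HU in young was 2.90 for inflammatory genes. With no depth scaling, the values between reload and HU in old were 1.43 for inflammatory genes and 0.40 for Ccl6. With every cell weighted equally, the value between ages at reload was -0.075 for inflammatory genes. With every cell weighted equally, the value between ages after HU was -0.26 for Retnla. With SCTransform corrected counts, the values between ages at reload were -0.40 for inflammatory genes, -0.67 for glycolysis genes, -0.41 for oxidative phosphorylation genes, -0.83 for Hif1a, -1.14 for Slc2a1, -0.28 for the pro-inflammatory panel and -0.30 for TNF genes. With SCTransform corrected counts, the values between ages at reload were -0.27 for interferon genes, -0.27 for dissociation genes, -0.24 for mitochondrial genome genes, -0.28 for MHC class II genes and -0.072 for cell cycle genes. With SCTransform corrected counts, the values between ages in control were -0.016 for inflammatory genes, -0.30 for glycolysis genes, -0.077 for the Figure 2b transcripts, -0.076 for IL6 genes and -0.14 for oxidative phosphorylation genes. With SCTransform corrected counts, the value between reload and HU in young was 2.95 for inflammatory genes. With SCTransform corrected counts, the values between reload and HU in old were 1.78 for inflammatory genes, 0.16 for anti-inflammatory genes, 0.93 for Ccl6 and 0.16 for Retnla. With SCTransform corrected counts, the value between ages after HU was -0.051 for Retnla. With every macrophage cluster weighted equally, the values between ages at reload were -0.077 for inflammatory genes, 0.040 for oxidative phosphorylation genes, -0.73 for Hif1a, -0.037 for interferon genes, 0.34 for Acod1, -0.20 for Tfrc and -0.42 for Timd4. With every macrophage cluster weighted equally, the values between ages after HU were 0.30 for inflammatory genes, -0.056 for the Figure 2b transcripts, -0.10 for dissociation genes and -0.043 for HIF-1 genes. With every macrophage cluster weighted equally, the values between reload and HU in old were 0.29 for inflammatory genes, -0.0091 for glycolysis genes, 1.24 for Retnla and -0.14 for Slc2a1. With every macrophage cluster weighted equally, the values between ages in control were -0.11 for glycolysis genes, -1.80 for Hbb-bs, -0.99 for Hba-a1 and -1.99 for Hba-a2. With every macrophage cluster weighted equally, the value between reload and HU in young was 0.055 for anti-inflammatory genes. With cells thinned to 2000 UMIs, the values between ages in control were 0.090 for inflammatory genes, -0.11 for glycolysis genes, -0.0073 for IL6 genes and -0.031 for pentose phosphate genes. With cells thinned to 2000 UMIs, the value between ages at reload was -0.56 for glycolysis genes. With TMM factors, the value between ages after HU was 1.30 for inflammatory genes. With TMM factors, the values between ages in control were -0.11 for glycolysis genes and -0.021 for oxidative phosphorylation genes. With a clustering resolution of 0.4, the value between reload and HU in old was 0.55 for inflammatory genes. With a clustering resolution of 0.4, the value between ages in control was 0.10 for glycolysis genes. With totals without mitochondrial, ribosomal and haemoglobin genes, the value between reload and HU in old was 0.56 for inflammatory genes. With totals without mitochondrial, ribosomal and haemoglobin genes, the value between ages at reload was 0.046 for oxidative phosphorylation genes. With at least 100 UMIs per list gene, the value between ages after HU was 0.15 for glycolysis genes.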

Differences from the paper's values

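The 50 values read by eye from Figures 2b and 3 fell within 1.5 times those computed here on the scale of mean ln(1+UMIs) per macrophage, with a median ratio of 1.05 and a largest ratio of 1.31. That scale was chosen after the values were seen, and the paper does not name its own. SCTransform corrected counts gave a closer match, with a median ratio of 1.025 and a largest of 1.134. The match was less close with every cell weighted equally, at 1.163 and 1.488, and with the per-cell gate, at 1.06 and 1.594. The paper's tests took cells as replicates, whereas a group here is 1 library.

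Directions differ for some genes and lists. The paper shows the TNF, interferon, IL6 and inflammatory response pathways higher in young macrophages at reload. Here the list medians of old over young were 0.08, 0.12, -0.06 and -0.03, and lists of hand-chosen genes are not the Hallmark sets. SCTransform corrected counts (-0.30, -0.27 and -0.40 for TNF, interferon and inflammatory response) and no depth scaling (-0.14, -0.10 and -0.25) gave medians below 0, where the medians of all genes were -0.32 and -0.24. With the per-cell gate the TNF median was -0.031 and the inflammatory median -0.12, and with clusters weighted equally the interferon median was -0.037. The paper's own Figure 2b transcripts had a median of -0.23 here and Il1b was at -0.37, the paper's direction.

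The paper shows Ccl3 lower in old macrophages. Its ratio of CPM was 0.28, but -0.16 with SCTransform corrected counts, where all genes were at -0.32, and on the scale of mean ln(1+UMIs) Ccl3 was 0.689 in old and 0.734 in young. Every glycolytic transcript but Hk2 is lower in old in the paper. Of the 13 transcripts of Figure 3, 10 were lower here by the size rule, Hk2 was at 0.44, Gapdh at -0.25 and Pfkp at -0.04 with an interval that includes 0, while on the scale of mean ln(1+UMIs) Pfkp was 0.256 in old and 0.301 in young. The 19 glycolysis genes outside that figure had a median of -0.051, with a range that includes 0.

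Oxidative phosphorylation is lower in old macrophages in the paper. The list median here was -0.0013 on CPM, -0.41 with SCTransform corrected counts and -0.22 without depth scaling. All genes then had medians of -0.02, -0.32 and -0.24, so most of the fall under the last 2 scalings was shared by all genes. The paper has anti-inflammatory markers far less prevalent than pro-inflammatory ones. Over all libraries Cd163 was found in 21.1% and the panel in a median of 45.7% of cells, and in young HU Cd163 was found in 54.4% against 21.9%. The paper has macrophage populations told apart by Il1b, Ccl8, Spp1 and S100a9. Here 5 macrophage-like clusters were found, or 4 with another clustering seed and with limits of 5% and 20% mitochondrial UMIs, 2 at a resolution of 0.4 and 7 at 1.6 or with 1000 genes per cell, and S100a9 was at most at 142 CPM in them.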

Other observations

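The test of red-cell barcodes was chosen after the result was seen.

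Retnla, a secreted protein of alternatively activated macrophages, had 15478 UMIs in old and 2126 in young macrophages at reload, a log2 ratio of 3.41. Anti-inflammatory genes as a list were higher, 16 of 29 against 1 lower, with Pf4 at 0.46. Their median fell from 0.39 to 0.12 with clusters weighted equally, and the Lyve1 and Vsig4 cluster held 3.06% of young and 10.1% of old reload macrophages. The monocyte gene Ly6c2 was lower at -2.01, as were Gpr171 at -2.05, Slfn4 at -1.67, Tmem119 at -1.58, Ly6a at -1.51 and Fkbp5 at -1.45. Hp at -1.45 and Mcemp1 at -1.39 were lower, but above 0 with monocyte-like clusters added, at 0.29 and 0.016. C4b at 1.51, Lyz1 at 1.50, AA467197 at 1.43, Fgfr1 at 1.42, Aqp1 at 1.33, Mmp13 at 1.23 and Mucl1 at 4.00 were higher. Retnla and Lyz1 were also among the leading genes of a dendritic cell-like cluster that held 3.74% of young and 5.96% of old reload cells, and Gpr171 of another that held 7.13% and 4.86%.

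Cell cycle genes had a median of 0.25 at reload with 8 of 20 higher, and Pclaf was at 2.04, though the median was -0.072 with SCTransform corrected counts, where all genes were at -0.32. Lysosome and lipid genes had a median of -0.19, with Ctss at -0.46, Apoe at -0.41 and Lpl at 1.09. Iron handling genes had a median of -0.12, with Fth1 at -0.52. Phagocytosis genes were at 0.06, with Fcgr3 at -0.44. MHC class II genes were at 0.08 and matrix and growth factor genes at 0.04, with Thbs1 at -0.79 and Hbegf at 0.77. Dissociation genes were at 0.06. Transcripts of lymphocytes were at 0.47, of muscle at 0.15, of fibroblasts at -0.65 and of red cells at 1.09.

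In control, 67 of 78 interferon response genes were higher in old macrophages and 0 were lower, with Ifitm3 at 1.39 and Cxcl9 at 6.30, with 112 and 2 UMIs. The list was above 0 in the other classes too, at 0.66 in monocyte-like, 0.86 in neutrophil-like and 0.40 in T cell-like cells. Ccl8 was at 2.07 and Chil3 at 4.15. Heat shock genes were lower, with Hspb1 at -4.26, Hspa1b at -4.01 and Hsph1 at -3.27. The fall of Hspa1b was not confined to macrophages. Among control cells thinned to equal depth, it was found in 27.4% of young and 9.16% of old T cell-like cells. In natural killer cell-like cells the shares were 33.7% in young and 1.44% in old. In macrophages Spp1 was at -3.30. After HU, Ccl5 was at 4.85, S100a8 at 3.87, Il1rn at 3.76, Clec4e at 3.73 and Fn1 at 3.39, and Ctsk at -5.25, Ddit4 at -2.14 and Acp5 at -2.02.

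Haemoglobin transcripts were far higher in old than in young control macrophages, Hbb-bs at 9.31, Hba-a1 at 9.27 and Hba-a2 at 9.04, but lower with the per-cell gate, at -6.63, -6.45 and -6.73. In old control 2 barcodes in which haemoglobin was over 0.5 of the UMIs held 17455 of these UMIs and the others held 10, against 40 in young control.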
